# The budding yeast Centromere DNA Element II wraps a stable Cse4 hemisome in either orientation in vivo

**DOI:** 10.7554/eLife.01861

**Published:** 2014-04-15

**Authors:** Steven Henikoff, Srinivas Ramachandran, Kristina Krassovsky, Terri D Bryson, Christine A Codomo, Kristin Brogaard, Jonathan Widom, Ji-Ping Wang, Jorja G Henikoff

**Keywords:** centromeres, nucleosome, chemical cleavage mapping, *S. cerevisiae*

## Abstract

In budding yeast, a single cenH3 (Cse4) nucleosome occupies the ∼120-bp functional centromere, however conflicting structural models for the particle have been proposed. To resolve this controversy, we have applied H4S47C-anchored cleavage mapping, which reveals the precise position of histone H4 in every nucleosome in the genome. We find that cleavage patterns at centromeres are unique within the genome and are incompatible with symmetrical structures, including octameric nucleosomes and (Cse4/H4)_2_ tetrasomes. Centromere cleavage patterns are compatible with a precisely positioned core structure, one in which each of the 16 yeast centromeres is occupied by oppositely oriented Cse4/H4/H2A/H2B hemisomes in two rotational phases within the population. Centromere-specific hemisomes are also inferred from distances observed between closely-spaced H4 cleavages, as predicted from structural modeling. Our results indicate that the orientation and rotational position of the stable hemisome at each yeast centromere is not specified by the functional centromere sequence.

**DOI:** http://dx.doi.org/10.7554/eLife.01861.001

## eLife digest

DNA is tightly packaged in cells for a variety of reasons—to allow it to fit inside the nucleus, to protect it from damage, and to help control the production of proteins from genes. The basic unit of packaged DNA is called a nucleosome, which consists of DNA wrapped around a structure formed by two pairs of four different proteins.

These proteins, which are called histones, have a role that extends beyond providing structural support for DNA. When cells divide, for example, pairs of ‘sister chromosomes’ are pulled apart to ensure that the two daughter cells both have the same chromosomes as the original cell. The sister chromosomes are pulled apart from a single position called a centromere, and the nucleosomes at this position contain a histone that is different from the histones found everywhere else in the cell. However, until recently it was not clear if the nucleosomes that contained these special cenH3 histones had the same structure as other nucleosomes.

Now Henikoff et al. have used a method called H4S47C-anchored cleavage mapping to study every nucleosome in the genome of the yeast *S. cerevisiae*. This mapping technique uses DNA sequencing to measure the precise distances between fixed points on the DNA in the nucleosome. Knowing these distances tells researchers a great deal about the number and position of the histones within each nucleosome in the genome.

Using this approach, Henikoff et al. found that nucleosomes at centromeres are different from other nucleosomes in histone number and arrangement. In particular, the nucleosome at each yeast centromere contains only one each of the four different histones in an asymmetrical orientation, in contrast to all other yeast nucleosomes, which contain two sets of four histones in a symmetrical arrangement. Furthermore, each nucleosome at a centromere can adopt one of two orientations: these orientations are mirror images of each other, and they occur with equal probability. It should also be possible to use the mapping technique developed by Henikoff et al. to study the larger and more complex centromeres found in other organisms, including humans.

**DOI:** http://dx.doi.org/10.7554/eLife.01861.002

## Introduction

Centromeres are the genetic loci that organize the proteinaceous kinetochore, which attaches to spindle microtubules to pull the chromosomes to the poles in both mitosis and meiosis. There is general agreement in the centromere field that the central determinant of centromere identity and propagation is the special centromeric nucleosome containing the cenH3 (CENP-A in mammals and Cse4 in budding yeast) histone variant (Quenet and Dalal, 2012). CenH3 nucleosomes have been shown to occupy the centromeres of nearly all eukaryotes studied, and to be necessary for kinetochore formation. Despite the central importance of this nucleosome, its composition and structure have been the subject of controversy. In vitro and in vivo studies have led to proposals for several mutually exclusive models, including conventional octameric (cenH3/H4/H2B/H2A)_2_ nucleosomes (‘octasomes’) (Camahort et al., 2009), cenH3/H4/H2B/H2A half-nucleosomes (‘hemisomes’) (Dalal et al., 2007), (cenH3/H4)_2_ tetrasomes (Aravamudhan et al., 2013), mixed (cenH3/H3/H4_2_/H2B_2_/H2A_2_) octasomes (Lochmann and Ivanov, 2012) and (cenH3/H4/Scm3)_2_ hexasomes (Mizuguchi et al., 2007), where Scm3 is a cenH3-specific histone chaperone.

Evidence for each of these conflicting models has been presented for budding yeast, where the centromere is genetically defined by an ∼120-bp functional sequence on each of the 16 chromosomes. The functional centromere has a tripartite organization: the 8 bp CDEI sequence is a binding site for the Cbf1 protein, the Cse4 nucleosome maps to the 78–86 bp CDEII sequence, and the 26 bp CDEIII sequence is a binding site for the Cbf3 complex (http://www.yeastgenome.org). Our previous native chromatin immunoprecipitation (ChIP) study has resolved all three particles at base-pair resolution, confirming that the Cse4-containing nucleosome is confined to CDEII (Krassovsky et al., 2012). The implied single wrap of DNA around the Cse4-containing histone core is consistent with previous evidence that the Cse4 nucleosome wraps DNA in a right-handed orientation in vivo (Furuyama and Henikoff, 2009; Huang et al., 2011), opposite to the left-handed wrap of conventional nucleosomes (Tachiwana et al., 2011). However, conflicting structural interpretations have continued to appear, with some authors arguing for partially unwrapped octasomes (Dunleavy et al., 2013; Hasson et al., 2013; Miell et al., 2013; Padeganeh et al., 2013), others for cenH3/H4 octasomes (Lochmann and Ivanov, 2012), others for tetrasomes (Aravamudhan et al., 2013), and others for hemisomes throughout the cell cycle but octasomes at anaphase (Shivaraju et al., 2012). Although there have been suggestions of more than one Cse4 nucleosome per budding yeast centromere based on fluorescent microscopy (Coffman et al., 2011; Lawrimore et al., 2011), more recent evidence confirms that there is only one particle per centromere (Henikoff and Henikoff, 2012; Shivaraju et al., 2012; Haase et al., 2013). As budding yeast is the only model organism where there is a 1:1 relationship between the cenH3 nucleosome and the microtubule attachment site (Furuyama and Biggins, 2007), any conclusion concerning its composition and structure has an unequivocal functional interpretation.

To definitively settle the controversy over budding yeast centromeric nucleosome composition and structure, we have turned to an in vivo mapping method that individually characterizes every nucleosome in the genome. H4S47C-anchored cleavage mapping determines the precise position and orientation of all histone H4 molecules in an unbiased manner (Brogaard et al., 2012a). By mapping the obligate H4 partner of Cse4, we avoid potential complications arising from the need for antibodies, tags, nucleases or fluorescence. As H4 is the obligate partner of every H3 in the genome, this method provides ∼75,000 positive control H3 nucleosomes to compare against the 16 Cse4 nucleosomes at centromeres. There are important advantages to this approach to mapping yeast centromeres over previous mapping methods, such as Micrococcal Nuclease with sequencing (MNase-seq) and native ChIP. Unlike MNase, an endo-exonuclease that preferentially cleaves linkers between nucleosomes and so provides a map of regions protected from cleavage, H4S47C-anchored cleavage mapping determines base-pair positions *within* the particle. This means that mapping is not complicated by exonucleolytic ‘nibbling’ and internal cleavages that can lead to uncertainty as to the true size of a particle. In addition, CDEIIs are >90% A+T, and MNase prefers AT-rich regions, resulting in preferential exonucleolytic digestion and loss of centromeric DNA, whereas H4S47C-anchored cleavage is exclusively endonucleolytic and has no sequence bias. When combined with paired-end deep sequencing, H4S47C-anchored cleavage mapping provides precise center-to-center distances between adjacent particles that can be used to infer interactions between neighboring nucleosomes and to probe higher-order structural properties without chromatin solubilization. Most importantly for the problem being addressed in this study, H4S47C-anchored cleavage mapping predicts very different cleavage patterns for octasomes and tetrasomes, which are symmetrical, than for hemisomes, which are asymmetrical.

Using H4S47C-anchored cleavage mapping we show that both the overall pattern and the distances between cleavages are incompatible with all proposed octasome or tetrasome particles. Rather, the pattern and cleavage distances indicate mutually exclusive occupancy of CDEII by oppositely oriented hemisomes in two rotational phases at similar frequencies. Our findings reveal surprising flexibility in orientation and phasing for a nucleosome particle that is tightly confined within an asymmetric ∼80-bp DNA loop.

## Results

### A molecular dynamics model for H4S47C-anchored hydroxy radical cleavage

In the original description of H4S47C-anchored cleavage mapping, nucleosome centers were determined as clusters of cleavages around the dyad axes of highly occupied and phased nucleosomes throughout the budding yeast genome (Brogaard et al., 2012b). It appeared that cleavages at centromeres were different from cleavages at other nucleosomes, although the empirical model used to interpret cleavage patterns did not permit further inferences concerning the structure and composition of the particle over centromeric DNA. Specifically, cleavages at the two closely spaced H4S47C residues can potentially result in <10-bp DNA duplexes that cannot be uniquely mapped in the genome, making the empirical approach unsuitable for discriminating cleavage patterns generated by single H4S47C residues in Cse4 hemisomes from those generated by two H4S47C residues in a canonical nucleosome. Therefore, we applied molecular dynamics simulations based on the high-resolution structure of the nucleosome core particle (Davey et al., 2002) with a single phenanthroline group attached by derivatizing the cysteine sulfide with N(1,10-phenanthroline-5-yl)iodoacetamide (Figure 1A). The phenanthroline moiety chelates a copper ion, and when it contacts the C-1 hydrogen (C1H) of deoxyribose through a hydroxyl radical, initiates a series of elimination reactions that result in strand cleavages, releasing the deoxyribonucleotide and leaving 5′- and 3′- phosphate ends (Sutton et al., 1993). The simulations sampled possible conformations of a single H4S47C-phenanthroline-Cu^+^ in the context of the nucleosome, while the DNA and the rest of the protein were held static (Video 1). From these simulations, we observed that the copper can be within 4 Å of the C1H atoms at −2, −3, and −4 on the Watson strand and −5, −6 on the Crick strand with respect to the nucleosome dyad axis (Figure 1B). Contacts on both strands imply that a single H4S47C-phenanthroline-Cu^+^ can catalyze double-strand cleavages.

**Figure 1.**
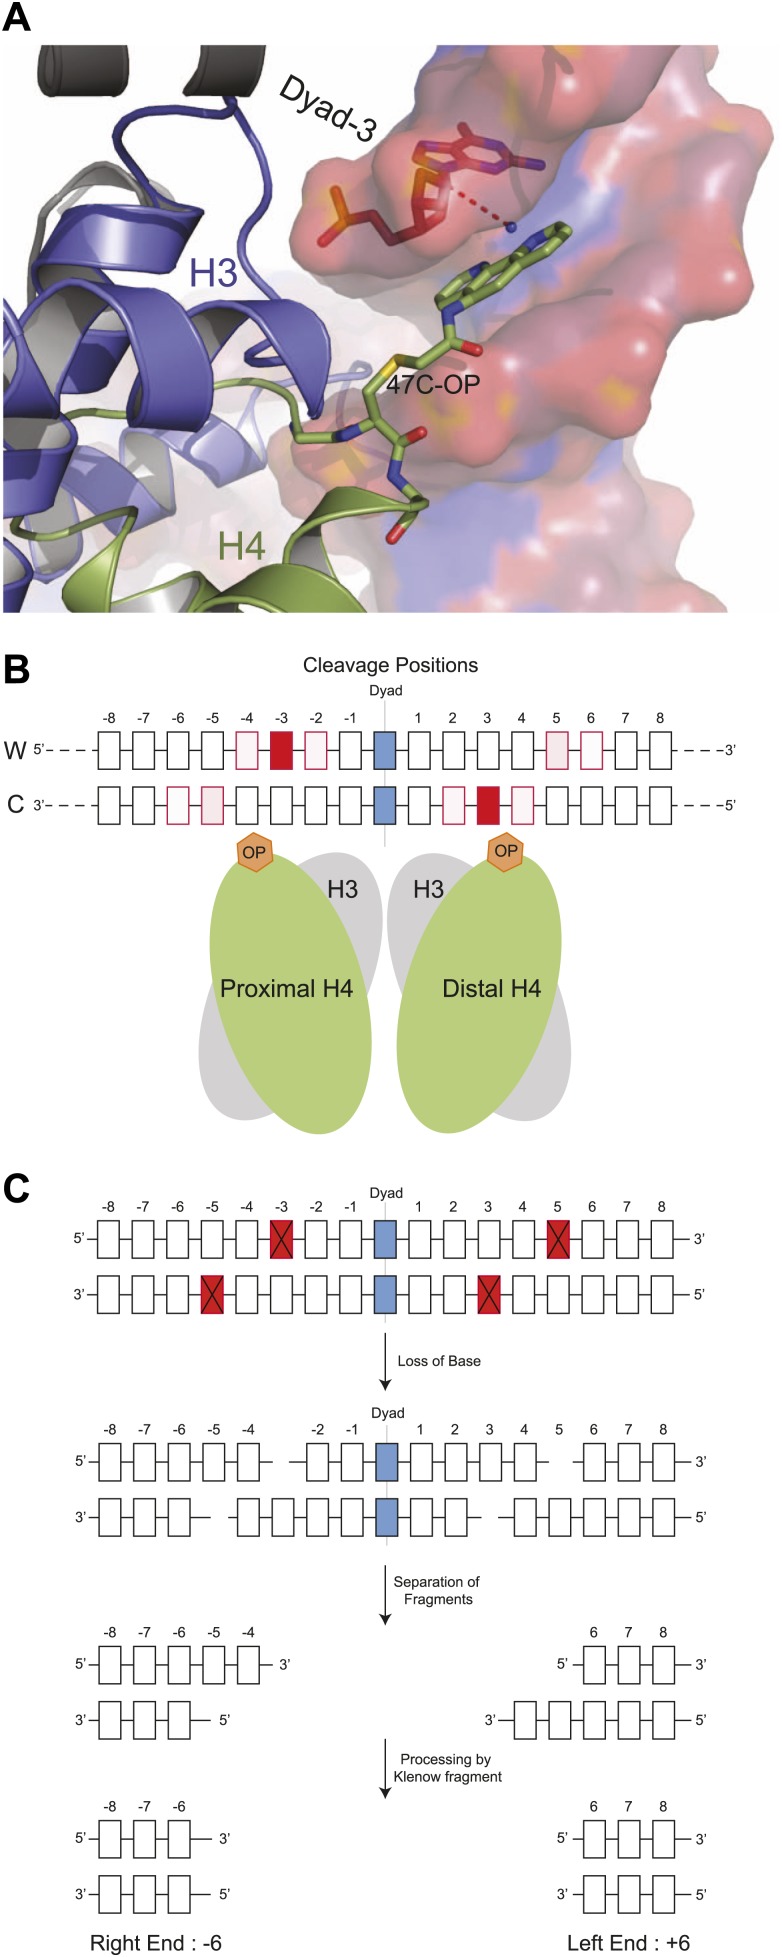
Structural model for DNA cleavage by H4S47C-phenanthroline-Cu^+^. (**A**) Snapshot from a molecular dynamics simulation showing a copper ion (blue dot) bound to phenanthroline within 4 Å (dotted line) of the C1H atom of the deoxyribonucleotide at the Dyad-3 position (red). Phenanthroline (shown in stick representation) docks in the minor groove of the nucleosomal DNA (shown in surface representation). (**B**) Cleavage positions with respect to the dyad axis on the Watson (W) and Crick (C) strands. The degree of red shading corresponds to the probability of predicted contact. (**C**) H4S47C-anchored cleavage and processing. The steps involved in H4S47C-anchored cleavage mapping are illustrated for an instance in which H4S47C-Phenanthroline-Cu cleavages occur on both sides of the dyad. The cleaved positions are indicated as red squares marked with crosses. In this instance, the W-C distance would be +12. Note that that right end of a fragment marks the cleavage position on the Crick strand, and the left end marks the cleavage position on the Watson strand. See also Figure 1—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.01861.003

**Figure 1—figure supplement 1.**
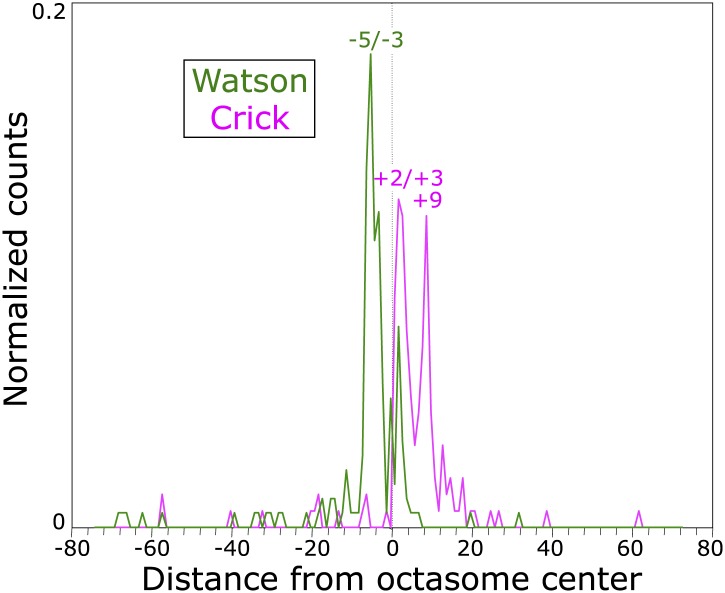
Determination of cleavage positions by in vitro cleavage mapping. A 147-bp duplex with the 601 nucleosome positioning sequence was used to reconstitute H3 octasomes and subjected to in vitro labeling and cleavage reactions. Sequencing libraries were constructed and cleavages were mapped to one orientation of the 601 sequence, where the dyad axis is the 74th base pair from either end. The sequenced positions are graphed, where most of the strong peaks observed are among those predicted by our structural model (see Figure 5—figure supplement 1). **DOI:** http://dx.doi.org/10.7554/eLife.01861.004

**Video 1.** Molecular dynamics simulation of DNA contacts by a copper ion chelated to H4S47C-anchored 1, 10-orthophenanthroline. See the legend to Figure 1A. **DOI:** http://dx.doi.org/10.7554/eLife.01861.005

In an octasome, H4S47C-phenanthroline-Cu^+^ contacts made by the first H4 correspond to contacts at +5 and +6 on the Watson strand and +2, +3 and +4 on the Crick strand made by the second H4. We interpret the contacts made by both H4s as predictive of single-strand cleavages creating 5′ and 3′ ends on either side of the deoxyribonucleotide under attack (e.g., Figure 1C). Importantly, these predicted cleavages on both sides of the dyad axis are among those deduced by Brogaard et al. from their empirical in vivo data (Brogaard et al., 2012b), and confirmed by cleavage mapping of reconstituted octasomes (Figure 1—figure supplement 1).

### A unique pattern of paired cleavages characterizes all yeast centromeres

Previous high-resolution MNase and native-ChIP mapping of *Saccharomyces cerevisiae* centromeres revealed that the distance between the midpoint of the Cse4 nucleosome occupying CDEII to the midpoint of immediately flanking nucleosomes is ∼200–250 bp (Cole et al., 2011; Krassovsky et al., 2012). In the original study using H4S47C-anchored cleavage, fragments were size-selected to be mostly 125–200 bp, which resulted in very low coverage of individual centromeres (Brogaard et al., 2012b). 

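H4S47C cells are budding yeast of the BY4741 background in which a serine of histone H4 close to the nucleosome dyad axis is replaced by cysteine, so that a phenanthroline label (OP) on this cysteine cleaves the DNA next to it when copper and peroxide are added. Genomic DNA of H4S47C cells was cleaved in this way and sequenced as paired ends in 3 libraries, of which 2 were biological replicates amplified with KAPA polymerase and 1 was a technical replicate amplified with Phusion polymerase. The authors aligned the reads with Novoalign to the sacCer3 genome, and the deposited lists give the left and right end position of each mapped fragment, with both end positions included, with no scaling and with identical fragments kept. Replicate 1 (Phusion) held 27871805 fragments, replicate 2 (KAPA) held 62926980 and replicate 3 (KAPA) held 81473601. The paper states 27871803, 62926977 and 81473515 fragments, and the values given with these libraries use the counts of the deposited lists. Fragments that repeated both end positions of another fragment made up 8.30% of replicate 1, 18.3% of replicate 2 and 66787952 fragments of replicate 3, so replicate 3 held 47.3% of the pooled fragments but 16.0% of the distinct fragments summed over the libraries. Ends were counted at each bp, left and right ends apart, and the pooled libraries gave 27.9 ends per bp of the nuclear genome. The libraries were pooled as in the paper, and each was also taken alone to give a mean and SD over n = 3 libraries, which spans both the technical and the biological replicates. Each centromere was read in the direction from CDEI to CDEIII with distances in bp from mid-Cen, the middle of the annotated centromere. The 16 centromeres and chromosomes are loci of a shared genome, so tests across them are tests across loci and not across biological replicates.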

To avoid such size-related biases, we followed essentially the same protocol in generating cleavage products, but applied a modified Solexa paired-end DNA sequence library preparation protocol that does not include a size-selection step (Henikoff et al., 2011). In both biological and technical replicates using several variations in the protocol (‘Materials and methods’), we obtained virtually identical fragment length distributions (Figure 2A), indicating a high degree of repeatability and robustness in the basic cleavage mapping protocol. 

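In all 3 H4S47C libraries the fragment lengths centered on nucleosome size. The most frequent length was 155 bp in replicate 1, 156 bp in replicate 2 and 155 bp in replicate 3, and the median length was 172 bp, 174 bp and 163 bp. Fragments of at least 147 bp made up 75.9%, 78.1% and 70.8% of the 3 libraries, and mitochondrial DNA made up 1.98%, 2.14% and 2.15%. The share of fragments that would have to change length to turn the distribution of replicate 1 into that of replicate 2 was 2.26%. The same share was 8.93% between replicates 1 and 3 and 10.4% between replicates 2 and 3. With 1 technical and 2 biological replicates, no test was made.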

Centromere function is normal in the H4S47C mutant cell line, as we observed virtually identical doubling times of 90 min and a CEN plasmid retention rate of 99% per generation for the H4S47C strain (Figure 2—figure supplement 1).

**Figure 2.**
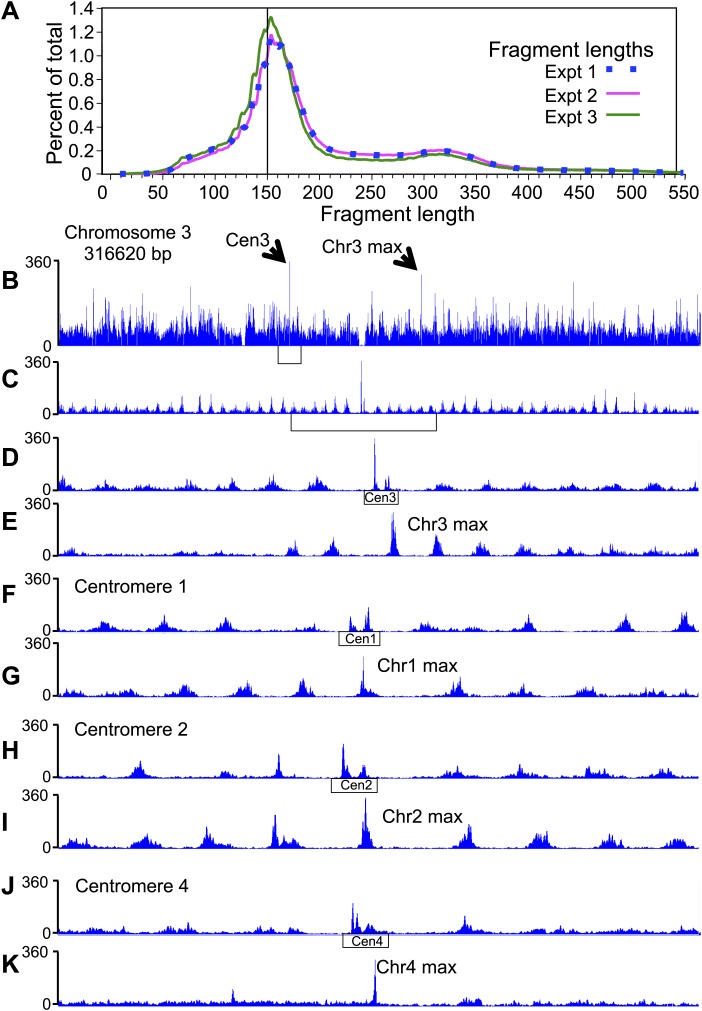
Pairs of cleavage clusters occupy CDEs. (**A**) Fragment length distributions for three experiments. For each length in base pairs, the percentage of the total number of mapped fragments is plotted. Experiment 1 (using Phusion DNA polymerase): 27,871,803 fragments; Experiment 2 (using KAPA polymerase): 62,926,977 fragments; Experiment 3: 81,473,515 fragments (biological replicate using KAPA). (**B**–**K**) Examples of cleavage profiles around centromeres, where tracks represent the total number of fragment ends within successive 10-bp windows. (**B**) Chromosome 3 profile, where the position of the centromere and of the most frequently cleaved nucleotide position on the chromosome are indicated. (**C**) Expansion of the region indicated by the bracket in (**B**). (**D**) Expansion of the region indicated by the bracket in (**C**), where the extent of Cen3 is indicated. (**E**) Expansion of the region around the most frequently cleaved nucleotide position at the same scale as in (**D**). (**F**) and (**G**) Same as (**D**) and (**E**), respectively, for Chromosome 1. (**H**) and (**I**) Same as (**D**) and (**E**), respectively, for Chromosome 2. (**J**) and (**K**) Same as (**D**) and (**E**), respectively, for Chromosome 4. (See also Figure 2—figure supplement 1). **DOI:** http://dx.doi.org/10.7554/eLife.01861.006

**Figure 2—figure supplement 1.**
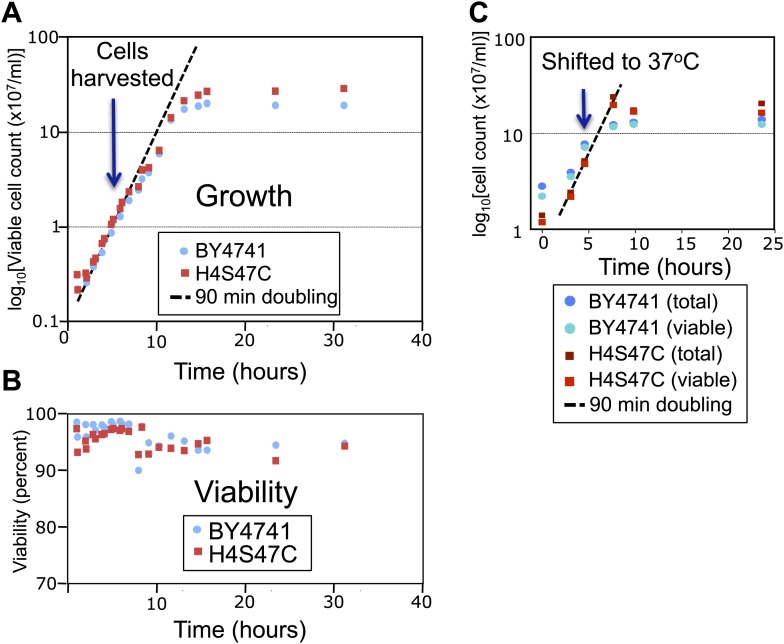
The log-phase doubling rate of the H4S47C strain is normal. (**A**) Mid-log phase cultures were held at 4°C and used to inoculate flask cultures 1:10 in YPD medium. Cultures were shaken at 30°C, and aliquots were removed for counting, using a Millipore (Billerica, MA) Vi-cell automated cell counter. At the cell densities used in our experiments (∼1–2 × 10^7^, blue arrow) both the parent strain (BY4741) and the mutant strain (H4S47C in a BY4741 background) doubled every 90 min and were 97–98% viable (**B**). (**C**) H4S47C mutant cells grow normally at elevated temperatures. We attribute the growth and temperature-sensitivity phenotypes previously reported for the H4S47C strain (Brogaard et al., 2012a) to its failure to enter a quiescent state upon nutrient depletion. This failure results in cultures growing to higher densities, loss of viability >1 day after reaching stationary phase, smaller colonies, and 8% larger cell volumes. The H4S47C strain shows 99% CEN plasmid retention compared to 99.99% plasmid retention for BY4741 in plasmid loss assays (Koshland et al., 1987) (data not shown). This phenotypic syndrome is likely attributable to the replacement of the two histone H4 genes, *HHF1* and *HHF2* with a single mutant *HHF1* gene, resulting in reduced H4 dosage: Deleting *HHF2* causes reduced starvation resistance (Davey et al., 2012), and partial histone depletion in general is associated with reduced longevity (Feser et al., 2010). **DOI:** http://dx.doi.org/10.7554/eLife.01861.007

We mapped paired-end reads to the budding yeast genome, and except as noted, pooled all 172,272,295 mapped fragments for the analyses below. As nucleosome center-to-center distances should be ≥147 bp, we excluded fragments <147 bp, which resulted in a cleavage map (Figure 2B,C) that is very similar to that described previously (Brogaard et al., 2012b). This confirms that cleavage clusters correspond to nucleosomes throughout the genome. However, the cleavage pattern over centromeres is different from the large majority of cleavages on chromosome arms. As previously noted for all 16 aligned centromeres (Brogaard et al., 2012b), individual centromeres display two cleavage clusters spaced ∼40 bp apart centered over the middle of each CDEII (Figure 2D,F,H,J).

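At all 16 centromeres the ends of fragments of at least 147 bp fell into a cluster on either side of mid-Cen, with fewer ends between them. At Cen3 (chromosome III from 114385 to 114501) the median end position was −27 bp on the CDEI side and 24 bp on the CDEIII side, 51 bp apart. Cen12, on chromosome XII from 150828 to 150947, had the same separation. The separation was smallest at Cen4 (chromosome IV from 449711 to 449821) and at Cen10, with 36 bp each. Its mean was 44.8 bp (SD 4.69 over 16 centromeres), or 44.0 ± 2.32 bp (SD, n = 3 libraries). The mean end count per bp within 8 bp of mid-Cen, divided by the mean from 9 to 45 bp on both sides, was below 1 at every centromere. On the log2 scale this valley ratio averaged −2.02 and ran from −2.89 at Cen12 to −0.57 at Cen4, the shortest centromere.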

MNase-seq and Cse4 native ChIP studies have shown that the Cse4 nucleosome is almost perfectly aligned over CDEII of each functional centromere, and we wondered whether the double peak pattern of cleavage clusters over each centromere is seen at other highly occupied and phased nucleosomes. To test this possibility, we manually examined the region around the most frequently cleaved base pair on each chromosome (e.g., Figure 2E,G,I,K) but detected no double peak pattern similar to that seen over centromeres.

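The most frequently cleaved base pair lay in a gene on some chromosomes and between genes on others. On chromosome 3 it lay at 179433 between genes, with 627 ends of all fragments. On chromosome 4 it lay at 1212621 in MOR1 with 893 ends, on chromosome 5 at 182616 in HEM14, a gene of heme synthesis, with 1128 ends, and on chromosome 9 at 397294 in MRS1 with 515 ends. The site of chromosome 12, at 468324 in the rDNA repeats, had 66121 ends. On chromosome 14 the most cleaved base pair of all fragments lay 28 bp from the chromosome end, and that of fragments of at least 147 bp lay at 52839. The sites of these longer fragments, which differed on chromosome 16 too, were used to compare end counts close to and away from the site. At all 16 of these sites the end count per bp was higher within 8 bp of the site than from 9 to 45 bp away, with a mean log2 ratio of 2.64. The centromere had the lower ratio on 16 of 16 chromosomes, with a mean difference of −4.66 in log2 (two-sided sign-flip permutation test over 16 chromosomes, p = 2e-05 as estimated from 100000 random sign patterns). Over all 65536 sign patterns, a calculation added after seeing the data, the exact p was 3.05e-05. A site centered on its own highest count favors a high ratio by construction, and the ratio does not by itself describe the shape of the flanking peaks.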

We next exhaustively tested the uniqueness of the centromere pattern. A profile was constructed from an ungapped alignment of centromeres of similar length (117–120 bp), and the average count at every position in the profile was used to scan every ungapped alignment in the genome (median 764,931 alignments per chromosome). We scored alignments as the Pearson correlation (r) between the profile and the chromosome. For each chromosome, a centromere alignment to the profile (median r = 0.76) scored above the best non-centromere alignment (median r = 0.40) (Table 1). 

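In a scan of the 16 chromosomes with the 111-bp profile of 15 centromeres, the centromere scored above the best alignment elsewhere on 13 chromosomes. The correlation was 0.872 at Cen3 against 0.270 elsewhere on chromosome III, 0.871 at Cen13 against 0.667 on chromosome XIII, and 0.861 at Cen2 against 0.659 on chromosome II. At Cen5 it was 0.350, against 0.629 elsewhere on chromosome V. No alignment at Cen4, which was not part of the profile, or at Cen8 passed the filters. The median r was 0.710 over the 14 centromeres that passed and 0.441 for the best alignments elsewhere. The profile held both ends of fragments of at least 147 bp, aligned at the left-most peak, and was scanned along the reference strand with the filters of the paper's methods. A median of 36 of 764931 alignments per chromosome passed these filters, a number that single libraries decide, with 73.5 without replicate 1, 263.5 without replicate 2 and 3.5 without replicate 3. The correlations are across positions of a profile, which are not independent replicates, and no p was computed. With replicate 3 alone, in which most fragments are identical copies, the centromere came first on 8 chromosomes, and without it on 14. With every centromere in CDEI to CDEIII orientation it came first on 15, with 0.804 at Cen5 and 0.422 at Cen8, and the scores of these 15 centromeres differed from those in the paper's table by 0.00381 on average, against 0.104 for the 14 that passed along the reference strand.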

Removing each centromere from the model and rescanning (‘delete-one jackknife’) reduced their scores accordingly, but the median correlation (r = 0.52) still scored above the median correlation for the best non-centromeric alignment (r = 0.41). 

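When each centromere was removed from the profile in turn, its own score fell most at Cen14, Cen16 and Cen9 among those that still passed the filters, and Cen5 no longer passed. Cen14 then had r = 0.281 against 0.511 elsewhere on chromosome XIV, Cen16 had 0.348 against 0.476, and Cen9 had 0.275 against 0.312. Cen3 kept 0.578 against 0.337. The scores of Cen13 with 0.843, Cen2 with 0.833 and Cen7 with 0.767 stayed above the best alignments elsewhere on their chromosomes. In all, 13 centromeres passed the filters, the centromere came first on 9 chromosomes, and the median r was 0.579 at centromeres and 0.478 elsewhere. A median of 25 alignments per chromosome passed, and 57, 214.5 and 2.5 without replicates 1, 2 and 3. Without replicate 2 the order of the medians turned, with 0.583 at centromeres and 0.614 elsewhere, and the centromere came first on 6 chromosomes. All these values are along the reference strand. In CDEI to CDEIII orientation 12 centromeres passed, the centromere came first on 8 chromosomes, and the medians were 0.616 and 0.417. Cen14 then fell only from 0.779 to 0.764, while Cen2 fell from 0.849 to 0.377, so which scores fall most depends on the orientation.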

We conclude that the conspicuously different cleavage pattern at centromeres is unique to centromeres.

**Table 1.** Profile scanning for the centromere-specific cleavage pattern* **DOI:** http://dx.doi.org/10.7554/eLife.01861.008

		15 centromere Profile			Delete-one jackknife†		
Chr	# aligned	# pass filters	First Cen	First FP	# pass filters	First Cen	First FP
1	230,107	6	0.778‡	0.317	5	0.745	0.303
2	813,073	34	0.849	0.401	23	–	0.420
3	316,509	8	0.822‡	0.388	7	0.571	0.426
4§	1,531,822	–	–	–	31	–	0.394
5	576,763	51	0.807	0.611¶	48	–	0.625¶
6	270,050	14	0.726‡	0.389	13	0.723	0.306
7	1,090,829	33	0.756‡	0.450	32	0.707	0.466
8	562,532	7	0.459‡	0.346	4	–	0.293
9	439,777	11	0.493	0.375	2	–	−0.092
10	745,640	22	0.626‡	0.402	19	0.579	0.357
11	666,705	23	0.634‡	0.407	15	–	0.326
12	1,078,066	48	0.742‡	0.430	47	0.698	0.453
13	924,320	48	0.873‡	0.491	53	0.847	0.498
14	784,222	23	0.778‡	0.398	16	0.748	0.384
15	1,091,180	21	0.796	0.457	11	–	0.420
16	947,955	32	0.764‡	0.455	23	0.464	0.478
Median**	764,931	22.5	0.760	0.402	17.5	0.518	0.407

* Alignments to the profile with more than three positions greater than three standard deviations from the mean of the profile position or with a maximum position less than the smallest maximum position within the profile (186) were excluded (filters). Pearson correlation coefficients are shown.

† Only jackknife results for the centromere deleted from the model are shown.

‡ Multiple high-scoring centromere hits above the first false positive (FP) one or two base pairs apart.

§ Cen4 (111 bp) was not included in the model.

¶ Single base-pair cleavage peak at a site of anomalously low nucleosome occupancy.

** Medians are based on all alignments for all 16 chromosomes, whether or not they passed the filters.

### Biased recovery of CDEII-containing fragments is attributable to high A+T content

Each double-strand cleavage should generate two fragments, and if they are recovered with equal probability, then the expected frequency of cleavage at a site for the left paired end should be the same as that for the right paired end. However, at all 16 centromeres, we observed a strong bias against recovery of the right-end fragment for the cleavage cluster on the left (on the CDEI side of CDEII) and against recovery of the left-end fragment for the cleavage cluster on the right (on the CDEIII side of CDEII) (Figure 3A,C). In contrast, there was no consistent recovery bias seen for the single peaks of the most frequently cleaved base pair on every chromosome when similarly aligned (Figure 3B,D). 

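At each of the 16 centromeres, ends that belong to fragments extending away from CDEII outnumbered ends of fragments that cross it, in both clusters. In the left cluster, from −45 bp to mid-Cen on the CDEI side, 85.7% of ends were right ends. In the right cluster 89.2% were left ends. The share of outward fragments was highest at Cen9, with 97.7% in the right cluster, and lowest there at Cen14, with 76.0%. In the left cluster it ran from 79.1% at Cen16 to 92.5% at Cen11. The mean of both clusters was 87.5% (SD 3.72 over 16 centromeres), or 87.2% ± 1.32 (SD, n = 3 libraries).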

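At the most frequently cleaved base pairs the corresponding shares were lower and differed in direction between sites. Outward fragments averaged 64.1%, and they were above 50% on both sides at 11 of 15 sites. On chromosome 5, in HEM14, outward ends were 47.5% on the left side and 83.1% on the right, and on chromosome 8 they were 75.2% on the left side and 23.2% on the right. The centromere had the higher share on 15 of 15 chromosomes, by 23.7 percentage points on average (two-sided sign-flip permutation test over 15 chromosomes, p = 7e-05 as estimated from 100000 random sign patterns, and exact p = 6.10e-05 over all patterns, added after seeing the data). Chromosome 14 was left out because its site lies too close to the chromosome end.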

We suspected that the presence of ∼40 bp more of the >90% AT-rich CDEII sequence on a fragment caused it to be strongly discriminated against during some step in the sequencing pipeline. Consistent with this possibility, we found that when fragments are aligned around the mid-Cen and mapped as normalized counts, in addition to the strong depletion directly over CDEII, there is a gradient of decreasing depletion with distance from the centromere (Figure 3E, red line). This gradual decrease with distance is expected if the fragments that are preferentially lost are those that span most of CDEII.

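Fragments covered mid-Cen at 0.270 of the genome mean of 2603 fragments per bp, averaged over the 16 centromeres, or 0.265 ± 0.0188 (SD, n = 3 libraries). Cen9 had the lowest coverage at its middle, 0.116, and Cen16 the highest, 0.417. Coverage rose with distance on both sides, to 0.547 at 25 bp, 0.877 at 50 bp, 0.937 at 75 bp, 0.977 at 100 bp and 1.00 at 150 bp. The difference between 0 and 25 bp was larger than the spread between libraries, which was 0.0248 at 25 bp. From 50 to 150 bp the libraries differed more, with an SD of 0.123 at 50 bp, where replicate 3 had 0.987 and replicate 1 had 0.761.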

**Figure 3.**
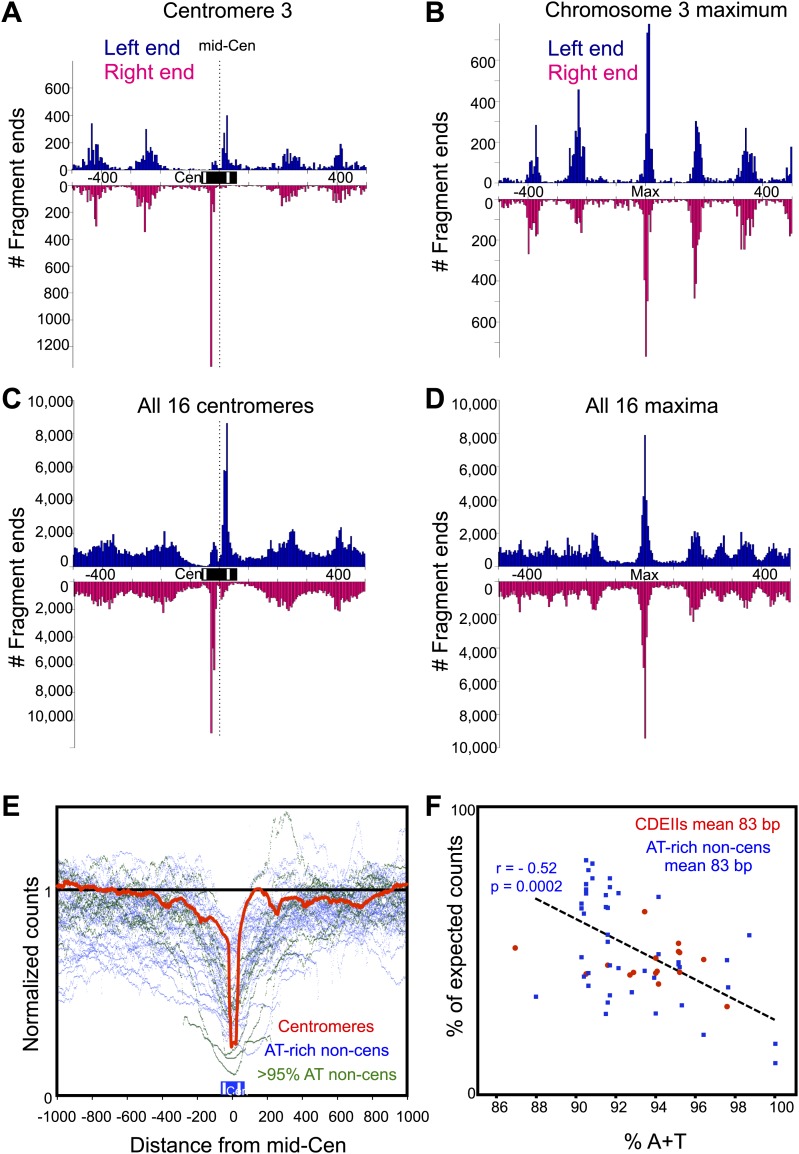
Fragments spanning the mid-Cen are depleted due to high A + T content. (**A**–**D**) Histograms of cleavage counts in successive 10-bp intervals are plotted separately for left (blue above) and right (magenta below) ends of mapped fragments. (**A**) The 1-kb interval around the mid-Cen of Cen3. Dotted line marks the mid-Cen position. (**B**) The 1-kb interval around the most frequently cleaved nucleotide position on Chromosome 3. (**C**) Same as (**A**) for all 16 aligned mid-Cens. (**D**) Same as (**B**) for all 16 aligned most frequently cleaved nucleosome positions. (**E**) Fragments were stacked over aligned mid-Cens, and normalized counts for each base-pair position were calculated (red line), where a value of 1 represents the random expectation. For comparison, normalized count plots are superimposed for the 40, 83-bp ≥90.5% AT-rich intervals (dots), where data for intervals 90–95% AT-rich are plotted in blue and intervals >95% AT-rich are plotted in green. Strong depletion is seen directly over the middle of aligned CDEIIs, gradually approaching 1 with distance from the mid-Cen. Similarly, strong depletion with gradual approach to 1 is also seen for all 83-bp AT-rich control sequences. (**F**) The percentage of expected number of cleavage sites within the 16 CDEII sequences, comprising a median of 83 bp, and that of the 46 sequences ≥90% A+T are plotted as a function of AT-richness. Depletion relative to expectation is seen for CDEIIs, indicating that the bias against recovery can be accounted for by high AT-richness. **DOI:** http://dx.doi.org/10.7554/eLife.01861.009

To ascertain whether the preferential loss of CDEII-spanning fragments is attributable to the well-known bias against the most AT-rich sequences in Solexa sequencing (Bartfai et al., 2010; Lopez-Barragan et al., 2010), we compared the recovery of CDEII-containing fragments to the recovery of non-centromeric fragments of similar AT-richness and length. 

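Outside the centromeres, 54 segments of 83 bp without overlap had at least 90% A+T. The lowest recovery was at a segment of A and T alone between genes near SSY1, an amino acid sensor gene, on chromosome IV from 778758 to 778840, with 10.9% of the expected ends. Another such segment near RPM2, on chromosome XIII from 86951 to 87033, had 15.2%. The highest recovery, 156.7%, was at a segment near PRP39 on chromosome XIII from 183489 to 183571. Of the 54 segments, 51 had fewer ends than expected from the genome mean, and their median was 51.7%. The other 2 segments above expectation lay near YLL053C, with 109%, and in YBL029W, with 107%. The paper's text does not list its segments, and windows were taken here in order of falling A+T content. CDEII itself is 76 to 85 bp long, with a median of 83 bp, and holds 86.9% to 97.6% A+T.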

There are 46 segments in the budding yeast genome that are at least 90% AT-rich over 83-bp, the median length of CDEII, and all of them are under-represented relative to expectation in our cleavage datasets (Figure 3E). 

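Recovery of ends fell weakly with A+T content over the 54 segments, and the correlation did not pass its test. Pearson's r was −0.217 (p = 0.115) and Spearman's rho −0.136 (p = 0.325), each from a two-sided permutation test with 100000 resamples. Without the 2 segments farthest from the median A+T content, those near SSY1 and RPM2, r was −0.0480 (permutation test, p = 0.737). Counted by ends, CDEII lay above these segments rather than among them, with a median of 183% of expected ends, from 147.9% at Cen9 to 240.0% at Cen4. CDEII exceeded the segments at the same A+T content by 131.6 percentage points (permutation test of 16 against 54 residuals, p = 1e-05, the smallest that 100000 resamples can give). CDEII holds the cleavage clusters of the centromeres, so an excess of ends there follows from where H4S47C cleaves. This comparison by ends therefore does not isolate recovery. When the mean coverage by fragments was used instead of ends, r was −0.512 (p = 9e-05) and rho −0.376 (p = 0.00527), and r without the 2 farthest segments was −0.358 (p = 0.00913), in permutation tests. By this measure CDEII had a median of 49.0% and the segments 55.1%, and the residual difference was −2.97 percentage points (permutation test, p = 0.501). Segments are loci and not independent replicates.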

Importantly, the degree of representation decreases significantly with increasing AT-richness between 90–100% (r = 0.52), showing depletions similar to what is seen for CDEII-containing fragments (Figure 3F). We therefore attribute the preferential loss of CDEII-containing fragments to their AT-richness, and not to any other feature of centromeric DNA. 

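Between polymerases, coverage at mid-Cen differed by less than it did between centromeres. It was 0.243 of the genome mean in the Phusion library and 0.277 and 0.275 in the 2 KAPA libraries. Counted by ends, the median recovery of the AT-rich segments was 52.2% in the Phusion library and 54.5% and 46.0% in the KAPA libraries. With 1 Phusion library, the difference between the polymerases cannot be tested.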

We observed similar losses for a Solexa library produced using Phusion DNA Polymerase, which has been reported to bias against such strongly AT-rich sequences (Bartfai et al., 2010; Lopez-Barragan et al., 2010), and libraries produced using KAPA DNA Polymerase, which has been engineered to be exceptionally processive on sequences that are strongly compositionally biased (Quail et al., 2012). It is more likely that an inherent feature of the Illumina platform, such as PCR-based cluster generation, is responsible for discrimination against sequencing templates that are >90% AT-rich (Bartfai et al., 2010).

### Centromere cleavage maps are incompatible with octasomes or tetrasomes

When centromere cleavage maps were displayed at base-pair resolution, we observed that each of the two cleavage clusters resolved into cleavage pairs separated by ∼10 bp (Figure 4A–F). A composite alignment of all 16 centromeres centered over the midpoint of the functional centromere (mid-Cen) revealed that the inner peak maxima were 33-bp apart and the outer peak maxima were 53-bp apart (Figure 4A). 

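Over the 16 centromeres together, cleavage peaked at −27 and −18 bp on the CDEI side and at 17 and 26 bp on the CDEIII side, so the inner peaks were 35 bp apart and the outer peaks 53 bp apart. Each of the 3 libraries alone gave the same 4 positions. The outer left peak was the strongest with 4637 ends, followed by the outer right peak with 3640. The inner peaks had 1955 ends on the left and 1734 on the right. Peaks were taken in each side as the pair of positions 6 to 14 bp apart, within 45 bp of mid-Cen, with the largest sum of ends in 3-bp running totals, so a pair is found by construction and its spacing is limited to that range.

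**Figure D1:**
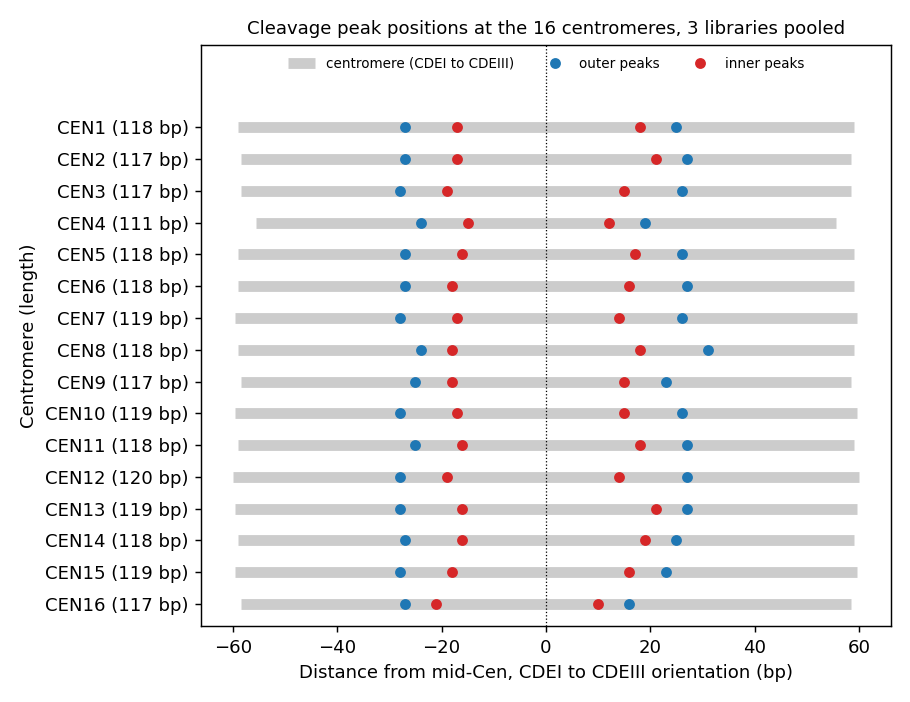
Positions of the outer (blue) and inner (red) cleavage peaks at the 16 centromeres in bp from mid-Cen, in CDEI to CDEIII orientation, from the 3 pooled H4S47C libraries. Each line is 1 centromere, the gray bar is its length from CDEI to CDEIII, and no error is drawn. The outer peaks of Cen4 lie at −24 and 19 bp, and those of Cen16 at −27 and 16 bp.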

No such distinct spacings were seen for the most frequently cleaved base pairs on each chromosome (Figure 4G). 

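At the most frequently cleaved base pairs, the same rule gave a composite with peaks at −11, −1, 1 and 7 bp from the site. The inner peaks were thus 2 bp apart and the outer peaks 18 bp apart. The 3-bp totals at −1 and 1 bp include the site itself, whose count is highest by construction, so this inner distance is no result. Of the 76938 ends at the site itself, 66121 came from the rDNA site of chromosome 12. The composite therefore describes mostly that site.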

Because centromeres range in length from 111 bp for Cen4 to 120 bp for Cen12, we pooled aligned centromere cleavage data within length classes. 

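Peak distances were similar among the centromeres of 117 to 120 bp. The inner and outer peaks were 34 and 54 bp apart in the 4 centromeres of 117 bp, 36 and 53 bp in the 6 of 118 bp, 33 and 54 bp in the 4 of 119 bp, and 33 and 55 bp in Cen12, which alone has 120 bp. The 3 libraries differed by at most an SD of 0.577 bp in these distances, less than the spread between single centromeres.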

For centromere lengths of 117, 118, 119 and 120, we found that the distance between the inner peak maxima was 33 bp and between the outer peak maxima was 53 bp (Figure 4C–F). However, for the 111 bp Cen4, the inner peak maxima were ∼25 bp apart and the outer peak maxima were ∼45 bp apart (Figure 4B). 

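At Cen4 the inner peaks, at −15 and 12 bp, were 27 bp apart and the outer peaks 43 bp apart. Over the libraries the distances were 26.7 ± 1.53 bp and 43.7 ± 1.15 bp (SD, n = 3 libraries), and the inner distance was shorter than at any other centromere, where it ran from 31 to 38 bp. The outer distance was 43 bp at Cen16 too, or 47.3 ± 7.51 bp over the libraries, so it does not set Cen4 apart from all longer centromeres. The left outer peak of Cen4 was strong, with 881 ends, and the right outer peak weak, with 80.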

Similar peak maxima were seen for gel-purified OP-labeled Cse4/H4S47C/H2A/H2B hemisomes reconstituted with a 78-bp Cen4 CDEII DNA duplex (Furuyama et al., 2013; Codomo et al., 2014) that had been subjected to in vitro cleavage reactions (Figure 4—figure supplement 1).

**Figure 4.**
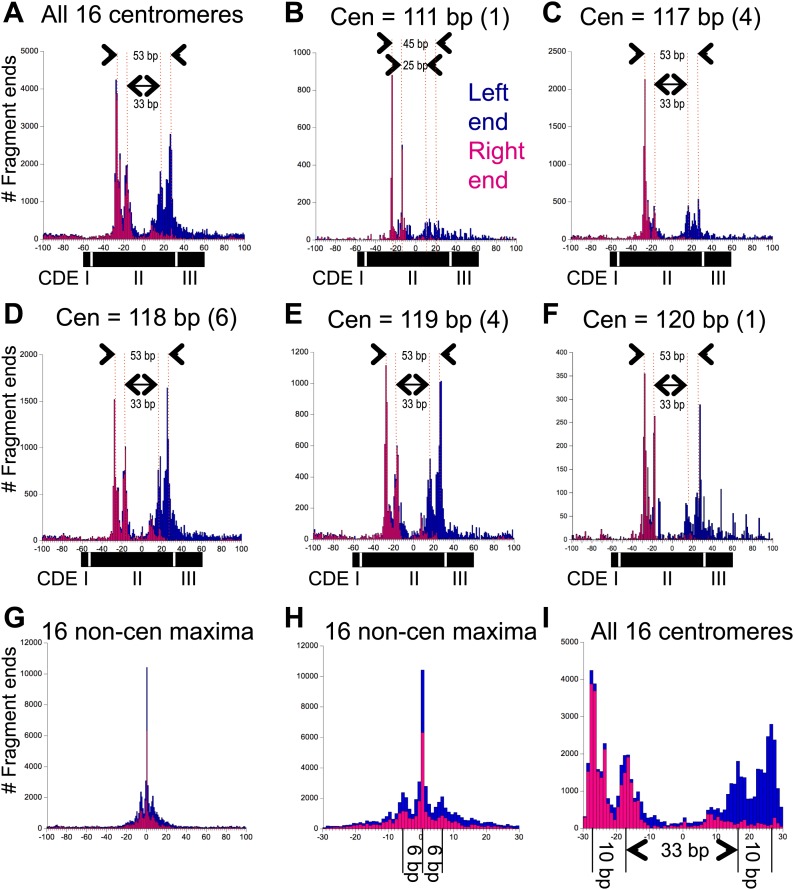
Pairs of 10-bp cleavage sites are symmetrically offset around the mid-Cen. (**A**) Composite histogram of cleavage counts for all fragments in successive 1-bp intervals for all 16 centromeres. Blue (left end) and magenta (right end) bars are stacked, such that the overall profile represents the sum at each base-pair position. (**B**–**F**) Same as (**A**) grouped by centromere size class as indicated. (**G**) Same as (**A**) for the most frequently cleaved nucleotide position on each of the 16 chromosomes. (**H**) Expansion of (**G**) showing the 6-bp average spacing between observed cleavages. (**I**) Expansion of (**A**) showing the 10-bp/33-bp/10-bp average spacing between cleavages observed over centromeres. See also Figure 4—figure supplement 1 and Figure 4—figure supplement 2. **DOI:** http://dx.doi.org/10.7554/eLife.01861.010

**Figure 4—figure supplement 1.**
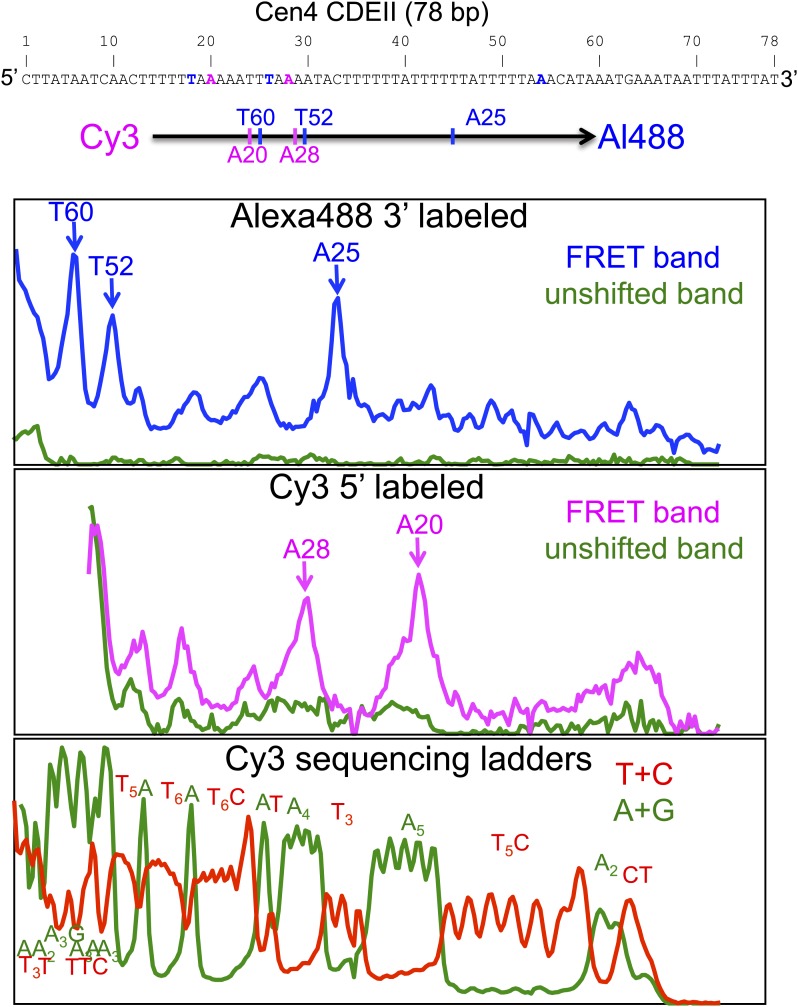
Cleavage mapping of Cse4 hemisomes reconstituted on Cen4 CDEII DNA in vitro. Top: sequence of the 78-bp Cen4 CDEII sequence used for in vitro H4S47C-anchored cleavage mapping and map of inferred cleavage peaks. After purification of gel-shifted hemisomes showing a strong FRET signal and the unshifted control band, samples were subjected to cleavage reactions and analyzed on a sequencing gel. The FRET and unshifted lanes were scanned for Alexa488 (top panel) and Cy3 (middle panel), and two Maxam-Gilbert ladder lanes (Maxam and Gilbert, 1977) (bottom panel) were scanned for Cy3. The panels are vertically aligned such that the base assignments in the top and middle panels correspond to base-pair positions in the sequencing ladders run alongside on the gel. **DOI:** http://dx.doi.org/10.7554/eLife.01861.011

**Figure 4—figure supplement 2.**
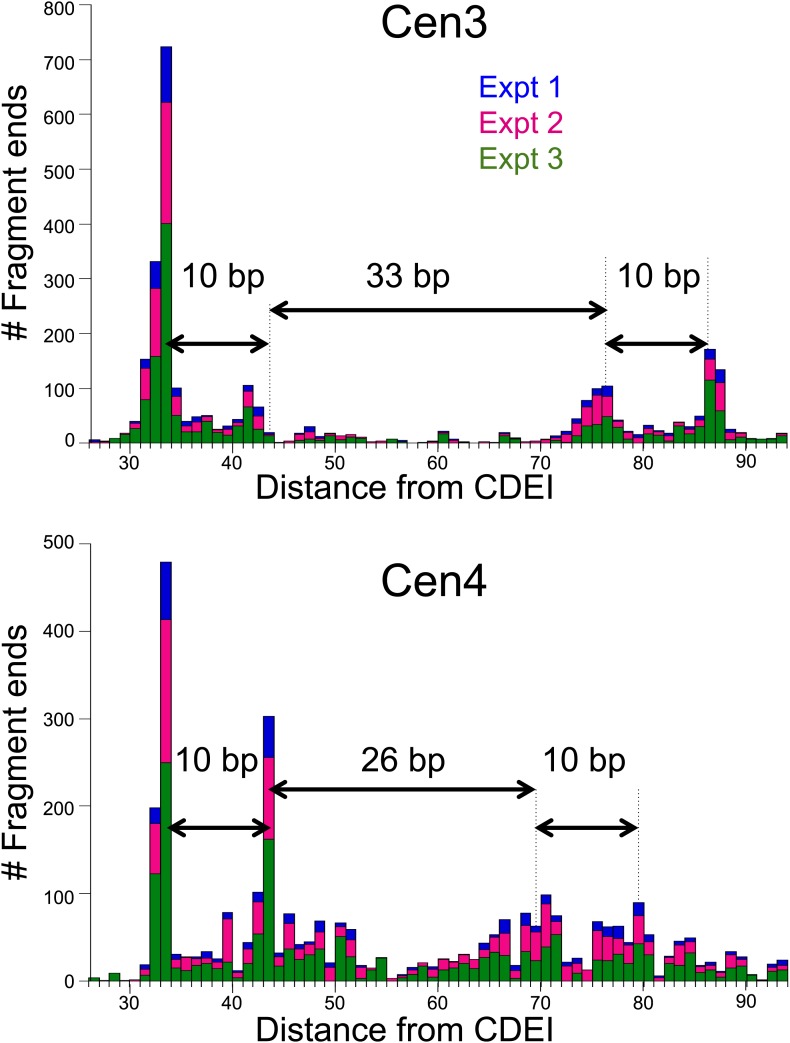
Cen4 spacing around the mid-Cen position is anomalously short. Cleavage counts for Cen3- to Cen4-spanning fragments >147 bp show that when aligned with the left edge of CDEI, the left peak pairs line up precisely between Cen3 and Cen4 for all three experiments. Histogram bars for three experiments are stacked at each base-pair position. When aligned with the left end of Cen3 or Cen4, the right peak pair of Cen4 (111 bp) is seen to be 7–8 bp closer to CDEI than for other centromeres (117–120 bp), suggesting that cleavage occurs preferentially at fixed positions from the nearer CDE junction. **DOI:** http://dx.doi.org/10.7554/eLife.01861.012

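Read from the autocorrelation of end counts, a spacing of 9 to 11 bp was the strongest in some clusters and not in others. Of the 32 clusters, 12 had their largest autocorrelation at 9 to 11 bp among distances of 4 to 15 bp (11 ± 1, SD, n = 3 libraries). At Cen5, Cen10 and Cen14 both clusters did so, and at 9 centromeres at least 1 cluster did. The largest value lay at 4 bp, the shortest distance tried, in 9 clusters, such as the right clusters of Cen4 and Cen12. In the composite of 16 centromeres the left side had a local maximum of 0.127 at 10 bp and the right side of 0.141 at 9 bp, both below the values at 4 bp of 0.206 and 0.299. At the most frequently cleaved base pairs, 2 of 30 sides had their largest value at 9 to 11 bp.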

Similar 10-bp peak-to-peak distances within cleavage clusters were observed for all 16 centromeres, both for clusters on the left and on the right of the mid-Cen position. As explained below, our structural model cannot account for 10-bp distances between single H4S47C-anchored cleavages, which implies that these cleavages represent independent particles that are rotated by 10-bp relative to one another. Such 10-bp spacings between H4S47C-anchored cleavages have previously been interpreted as differences in rotational phasing (Brogaard et al., 2012b).

We can use these measurements to distinguish among the various structural models that have been proposed for the Cse4 nucleosome. The high-resolution crystal structure of the cenH3 octasome shows an arrangement of H4 residues, including S47, that is virtually identical to that for the conventional H3 octasome (Tachiwana et al., 2011), and so would predict a similar cleavage pattern over the centromere as is seen for highly occupied and phased nucleosomes genome-wide. This is clearly not the case at any yeast centromere, as even the minimal spacing of the inner cleavages is much larger than can be explained by our molecular dynamics model for a single nucleosome (Figure 1) or is observed for highly occupied and phased H3 nucleosomes throughout the genome (Figure 4H). Likewise, Cse4/H3 octasomes and (Cse4/H4)_2_ tetrasomes also predict the same mirror-image symmetrical arrangement of two H4s as canonical octasomes, and so our data also exclude those models. This leaves two other models, a version of the (Cse4/H4/Scm3)_2_ particle and the hemisome, as potentially explaining the cleavage patterns that we observe. The presence of Scm3 as an integral part of the Cse4 nucleosome has been excluded based on subsequent in vivo mapping (Shivaraju et al., 2011) and in vitro reconstitution studies (Cho and Harrison, 2011; Xiao et al., 2011), which leaves the hemisome as the only model that can account for the cleavage patterns that we observe. Specifically, a model in which independent hemisomes align around the mid-Cen position in either orientation and in two rotational phases can account for all of the cleavage peaks that we observe over centromeres.

Although 15 centromeres show nearly precise alignment to the functional centromere, with ∼10-bp/33-bp/10-bp spacings between peak maxima, Cen4 is an exception in showing ∼10-bp/25-bp/10-bp spacings (Figure 4—figure supplement 2). This ∼8-bp difference in cleavage pattern corresponds to the fact that, as pointed out above, Cen4 is 6–9 bp shorter than the other 15 centromeres. 

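Among the 15 centromeres other than Cen4, the inner peaks were 34.0 ± 2.00 bp apart and the outer peaks 52.4 ± 3.20 bp (SD over 15 centromeres). The inner distance ran from 31 bp at Cen7 and Cen16 to 38 bp at Cen2. Outer distances were 55 bp at Cen8, Cen12 and Cen13 and 43 bp at Cen16, where the right outer peak had 73 ends and the libraries differed with an SD of 7.51 bp. Peaks within a pair were 9.40 ± 1.84 bp apart in the left clusters and 9.00 ± 2.65 bp in the right clusters.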

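Measured from the CDEI edge, the left peaks of Cen4 lay within the range of those of the longer centromeres. The outer left peak lay 31 bp from the edge in Cen4 and 30 bp in Cen3, and the inner left peak 40 bp and 39 bp. It also lay 31 bp from the edge in 11 other centromeres, and 33 or 34 bp in Cen8, Cen9 and Cen11. The right peaks of Cen4 lay closer to mid-Cen than those of Cen3, with the inner peak at 12 bp against 15 bp and the outer at 19 bp against 26 bp.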

A parsimonious explanation of this correspondence is that the position of H4 residue 47 in the Cse4 core particle is fixed relative to the nearer junction regardless of whether the junction is CDEI-II or CDEII-III. Thus, cleavages on the left side of the mid-Cen position would preferentially occur a fixed distance from CDEI-II, whereas cleavages on the right side of the mid-Cen position would preferentially occur a fixed distance from the CDEII-III junction. In both cases, the 10-bp spacing between cleavage maxima implies that the rotational phase of the Cse4 nucleosome is established by where the nearer sequence-specific DNA-binding protein binds, whether it is Cbf1 at CDEI or the CBF3 complex at CDEIII.

### Single H4-containing particles are responsible for centromere cleavage distances

We next compared experimental cleavage distances to our simulated cleavage model, taking into account the Solexa library end-polishing procedure, which removes 3′ overhangs and fills in the complement to 5′ overhangs (Figure 1C). At least one cleavage on the Watson strand and one on the Crick strand are required to observe a fragment by sequencing. Cu^+^ attack on DNA results in base-loss, and we would observe the adjacent position when the cleaved products are sequenced after Solexa end-polishing. We took an unbiased approach and asked what are the preferred distances between left and right ends of fragments observed experimentally. The left end of a fragment marks the position of a cleavage and base loss on the Watson strand and the right end of a fragment marks the position of a cleavage and base loss on the Crick strand. The distances between left and right ends thus reflect preferred cleavage locations. 

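Genome-wide, distances from right ends to left ends were enriched at +5 bp, with 2.56% of the pairs from −40 to +40 bp, and at +12 bp, with 1.90%, and less so at −2 bp, with 1.49%. Relative to the mean of the shares 3 bp to either side, the ratio was 1.88 at +5, 1.32 at +12 and 1.17 at −2. The rDNA repeats on chromosome XII weigh heavily in these values, since they hold 6.91% of ends but 79.7% of the pairs. Without the rDNA and the chromosome ends the ratio was 1.12 at −2 and 1.08 at +12, and +5 stayed the highest of the 3.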

We observed peaks at −2, +5 and +12 in the Watson-Crick (W-C) distributions (Figure 5A, red curve), which are all explained by the DNA positions shown to be accessible to H4S47C-phenanthroline-Cu^+^ in our structural model (Figure 5—figure supplement 1). Additionally, the structural model helps us distinguish between W-C peaks due to cleavages by H4S47C on one side of the dyad and W-C peaks due to cleavages on two H4S47Cs across the dyad. The +5 W-C peak results from cleavages by the same H4, whereas the −2 and +12 W-C peaks result from cleavages occurring on both sides of the dyad.

**Figure 5.**
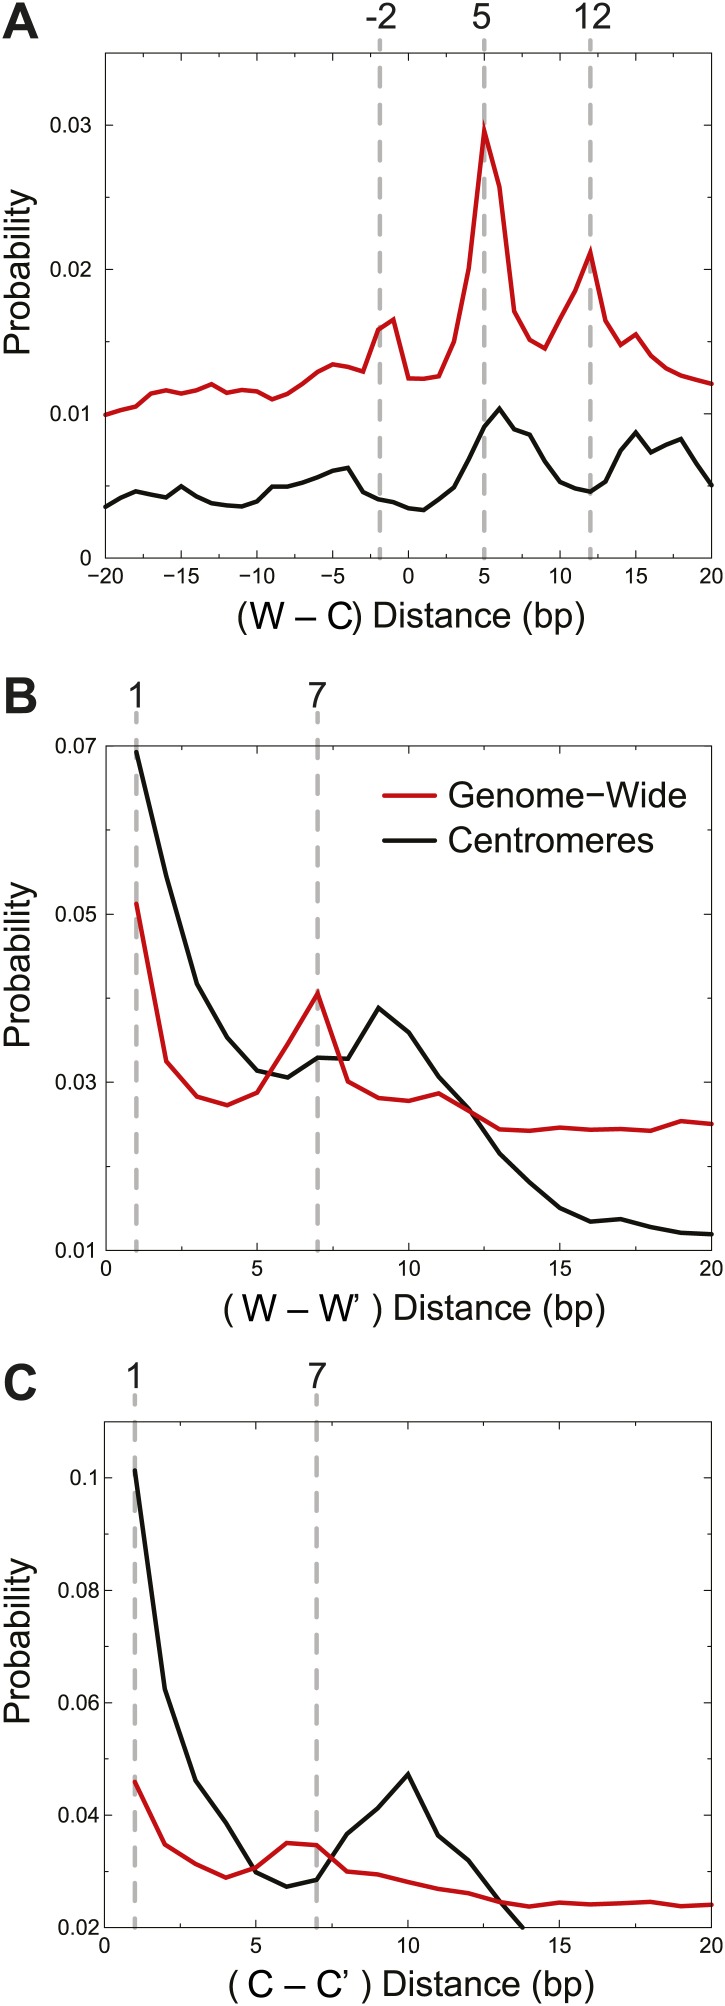
Centromere cleavage distances are predicted by a single-H4 model. Distances between fragment ends are plotted for all fragments (Genome-wide) and for fragments mapping to within 125 bp of the center of CDEII of all chromosomes (Centromeres). Distribution of the distances between (**A**) right and left fragment ends (W–C); (**B**) left fragment ends (W–W′); (**C**) right fragment ends (C–C′). Gray dashed lines mark the peaks observed in the genome-wide distributions. See also Figure 5—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.01861.013

**Figure 5—figure supplement 1.**
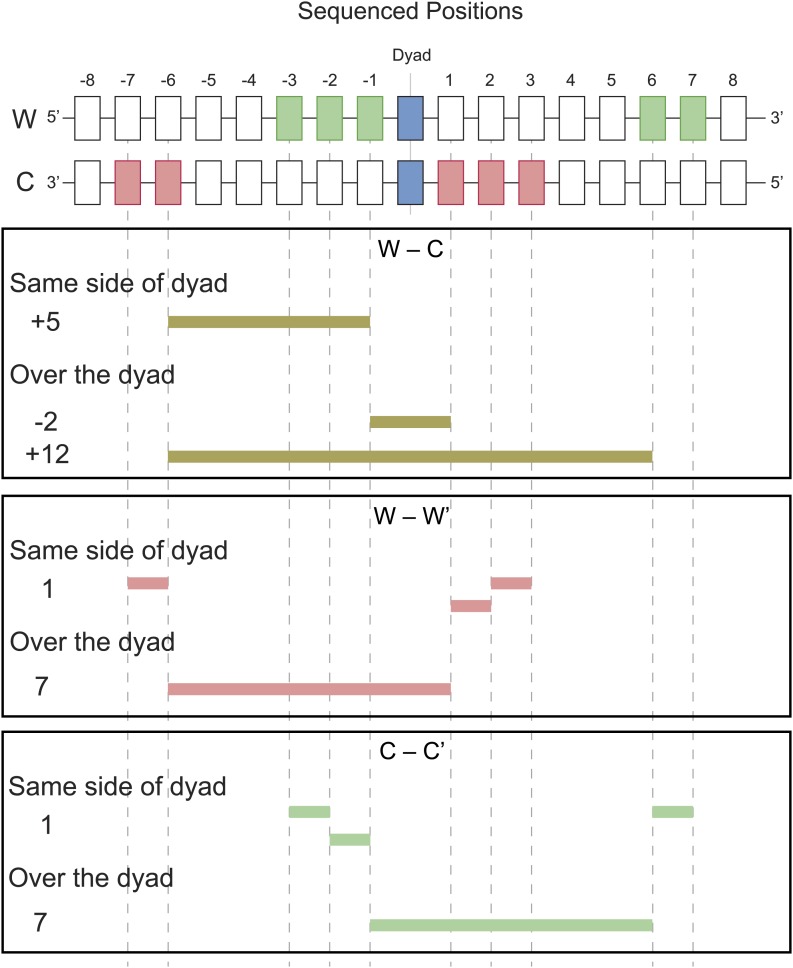
Examples of predicted cleavage distances. The peaks observed in W–C, W–W′ and C–C′ distributions arise from cleavages at specific positions predicted by the structural model. For each peak, an example is shown of how that distance is inferred. **DOI:** http://dx.doi.org/10.7554/eLife.01861.014

An alternative way to distinguish between cleavages by a single H4 and cleavages by two H4s across a dyad is to measure distances between the left ends of fragments, W–W’, and the right ends, C–C’. 

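Distances between left ends, genome-wide, had a ratio to their neighbors of 1.73 at +1 bp and 1.38 at +7 bp, and distances between right ends had 1.47 at +1 and 1.17 at +7. The rDNA held 80.4% of the pairs of left ends and 80.2% of those of right ends. Outside the rDNA and the chromosome ends the ratio at +7 was 1.12 for left and for right ends.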

Their genome-wide distributions revealed strong peaks at +1 and +7 (Figure 5B,C red curves). The peak at +1 reflects cleavages due to the same H4 molecule on the same side of the dyad, while the peak at +7 reflects cleavages due to adjacent H4 molecules across the nucleosome dyad. Thus, the predicted cleavage sites imply that the fragment spacings observed genome-wide resulted from a combination of cleavages by H4 on both sides of the nucleosome dyad axis.

In order to determine whether our simulated cleavage model can explain the patterns at centromeres, we generated W-C distributions for reads that are within 125 base-pairs of the center of CDEII (Figure 5A, black curve). Whereas we observed a peak at +5, which can arise from the presence of a single H4, the peaks at −2 and +12, which require two H4s on either side of the dyad axis, were not seen. It might be argued that we do not observe −2 and +12 peaks in the W-C distributions near CDEII because of preferential loss of AT-rich fragments spanning CDEII (Figure 3E,F). However, in that case, we would also not see the +5 peak, suggesting that the loss of −2 and +12 peaks is not due to an AT-rich sequencing bias. 

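Within 125 bp of the centers of the 16 CDEIIs, distances from right to left ends were enriched at +5 bp and depleted at +12 bp, and they were also enriched at −2 bp. The ratio to the neighboring distances was 1.53 at +5, 0.603 at +12 and 1.21 at −2. Control windows came in 1000 sets of 16, each window centered on a cleavage peak of the same chromosome with a similar number of ends. The median ratios over these sets were 1.49 at +5, 1.08 at +12 and 1.12 at −2. Centromeres lay below every control set at +12, with a log2 difference of −0.84. The one-sided share of control sets at or below the centromeres was 0.001, the smallest that 1000 sets allow, and 0.00233 after Benjamini-Hochberg correction over 7 distances. Centromeres were not below the controls at +5 (log2 difference 0.04, share 0.733) or at −2 (0.11, share 0.951). With end counts capped at 20 per position, centromeres lay below the controls at −2, with a ratio of 0.970 against 1.03 (share 0.001, 0.00233 after correction), and at +5, with 1.11 against 1.14 (share 0.011, 0.0154 after correction). The log2 difference at +12 shrank to −0.072 and stayed below every control set. The cap lowered the ratios of the control windows too, so some shrinkage follows from it. Most of the size of the difference at +12 rests on counts above 20 per position. With neighbors 2 bp away, a setting chosen after seeing the data, they lay below at −2, with 1.04 against 1.11 (share 0.013, 0.0227 after correction).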

To verify this interpretation, we examined same-strand (W–W’ and C–C’) distributions, which obviates the need to recover fragments spanning CDEII. 

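For left ends at the 16 centromeres, the ratio of distances to their neighbors was 1.96 at +1 bp and 0.924 at +7 bp, and for right ends it was 2.61 at +1 and 0.664 at +7. In the control windows it was 1.37 at +1 and 1.12 at +7 for left and for right ends. Centromeres lay below every control set at +7, with log2 differences of −0.27 for left ends and −0.75 for right ends (one-sided share of control sets 0.001 each, 0.00233 after correction). At +1 they lay above the controls, by 0.51 and 0.93. With end counts capped at 20 per position the differences at +7 shrank to −0.059 and −0.042, still below the controls (0.00233 and 0.0035 after correction).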

For the W–W’ and C–C’ distributions we again observed a strong peak at +1 (Figure 5B,C, black curves), which can arise from a single H4, whereas the peak at +7, which results from cleavage across a dyad axis, was absent. 

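At +10 bp, the ratio to the neighboring distances at the 16 centromeres was 1.32 for left ends and 1.77 for right ends. It was 0.961 and 0.959 in the control windows and 0.874 and 0.953 genome-wide. On the log2 scale centromeres exceeded the controls by 0.46 for left ends and 0.88 for right ends. With end counts capped at 20 per position the excess fell to 0.038 and 0.024, and the ratio of right ends, 1.00, lay within the central 95% of control sets, 0.968 to 1.01. The control sets were used to describe this distance and not to test it. From the distances from right to left ends together with those between ends of the same strand, the paper concludes that particles with a single H4 predominate at centromeres.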

Rather, the 10-bp peak spacing evident in the centromere maps (Figure 4) and attributable to rotational phasing was a prominent feature in both W–W’ and C–C’ for centromeres, but not genome-wide. Taken together, the absence of peaks representing H4S47C-anchored cleavages across the dyad axis but the presence of peaks representing a single H4 at centromeres provides independent confirmation based on mapping of cleavage positions that single H4-containing particles predominate at centromeres.

### Oppositely oriented hemisomes are present on different sequences in the population

The simplest explanation for the cleavage patterns around the mid-Cen is that oppositely oriented hemisomes occupy different members of the cell population. However, the cleavage data alone do not exclude a model in which two oppositely oriented hemisomes flank the mid-Cen. To examine this possibility, we superimposed the H4S47C cleavage data with MNase-seq and Cse4 ChIP/input profiles, using a variation of the ‘V-plot’ method that we introduced to facilitate the precise determination of particle position and size for MNase-seq and other paired-end sequencing data (Henikoff et al., 2011). In our original implementation, a V-plot consists of a dotplot representation in which a dot is placed on the X-axis for the position of a fragment midpoint relative to a fixed position and on the Y-axis at a position representing the length of the fragment. For H4S47C-anchored cleavage mapping, we are interested in plotting the precise left and right end positions, and so we generate two V-plots, one in which the X-axis position corresponds to the left end of a fragment and one in which it corresponds to the right end. When plotted in this way, with the mid-Cen as the fixed position on the X-axis and increasing fragment length on the Y-axis, we observe vertical lines of dots in pairs and corresponding pairs of diagonal lines that represent preferred cleavage sites at the same cleavage position on fragments of increasing length (Figure 6, Figure 6—figure supplement 1).

**Figure 6.**
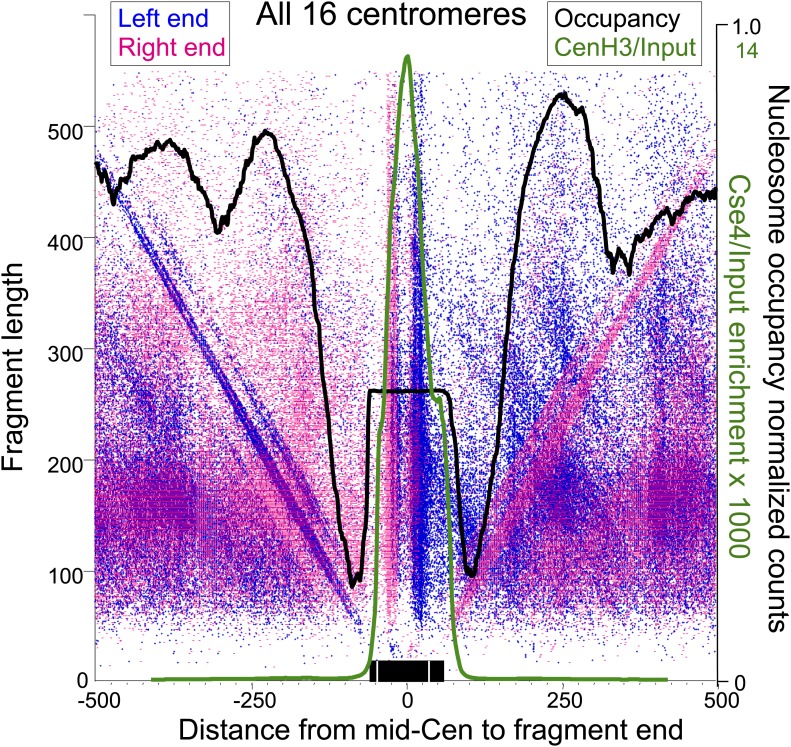
Paired cleavage sites on opposite sides of the Cse4 nucleosome over CDEII. Left-right V-plots with MNase and Cse4 ChIP/Input profiles superimposed for all centromeres aligned over the mid-Cen. The X-axis position for each blue dot corresponds to the left end of a mapped fragment and the X-axis position for each red dot corresponds to the right end. With the mid-Cen as the fixed position on the X-axis and increasing fragment length on the Y-axis, we observe vertical lines of dots in pairs representing preferred cleavages within CDEII. The blue and red diagonals respectively correspond to (mostly background) cleavages on the left and right sides of the centromere. See also Figure 6—figure supplements 1 and 2. **DOI:** http://dx.doi.org/10.7554/eLife.01861.015

**Figure 6—figure supplement 1.**
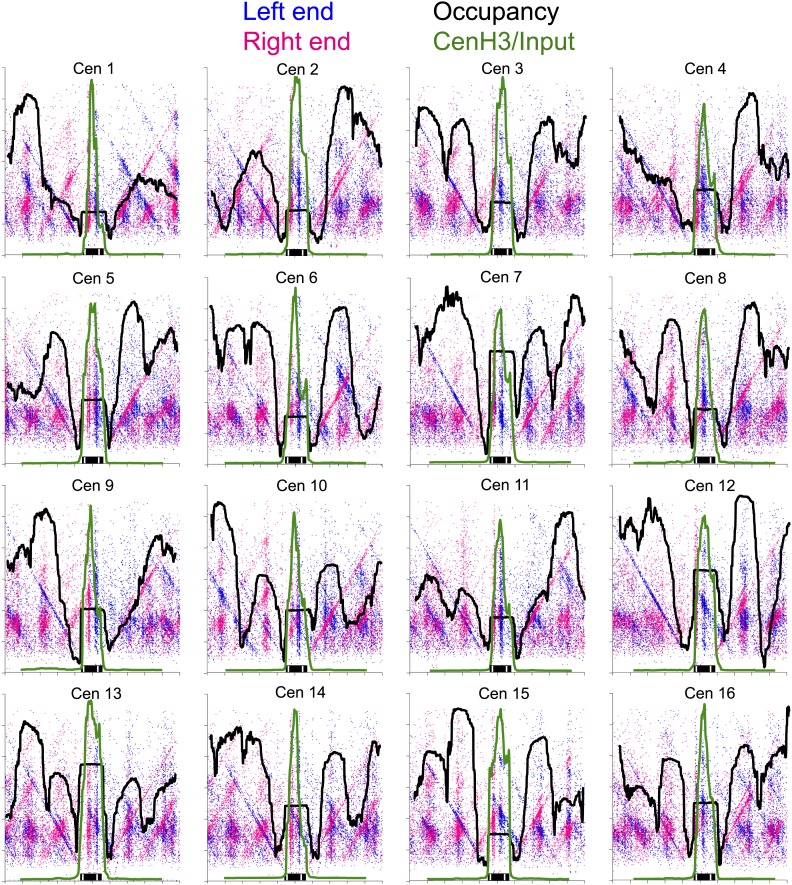
Left-right V-plots with MNase and Cse4 ChIP/Input profiles superimposed for all 16 centromeres. See legend to Figure 6. **DOI:** http://dx.doi.org/10.7554/eLife.01861.016

**Figure 6—figure supplement 2.**
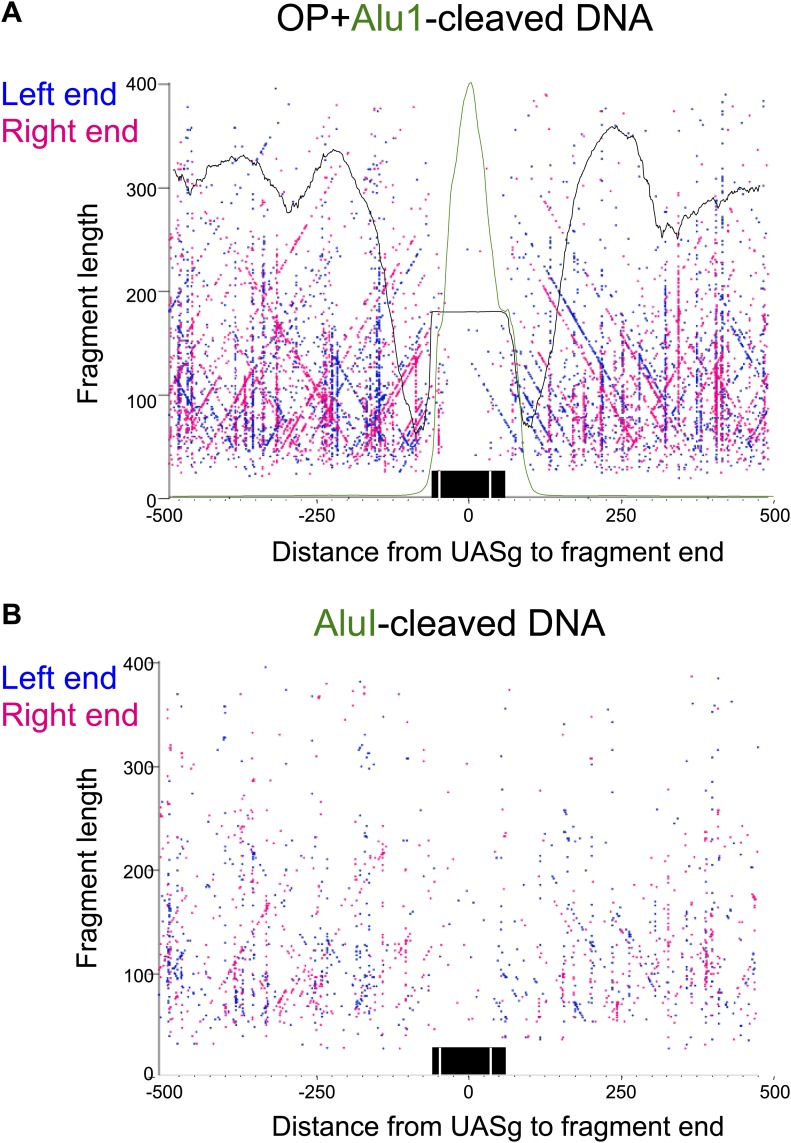
Left-right V-plot representation of likely in vivo cleavages over all 16 centromeres in a wild-type strain. (**A**) AluI and hydroxyl radical background cleavage data shown in Figure 6A with the average nucleosome occupancy (black curve) and Cse4 ChIP profiles (green curve). (**B**) DNA was purified directly from cells subjected to immediate alkaline lysis and cleaved with AluI prior to library construction. See legend to Figure 6. **DOI:** http://dx.doi.org/10.7554/eLife.01861.017

Several notable features are revealed by the left-right V-plots. First, the two double vertical lines of dots seen on either side of the mid-Cen mark the location of two 10-bp cleavage pairs observed using conventional cleavage density histograms. Second, the fact that the vertical lines are densely populated up to ∼400 bp excludes the possibility that the deficiency of the AT-rich mid-CDEII-containing fragments is attributable in part to being on average 40-bp longer than their sister fragments and so discriminated against based on size. 

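Fragments that ended at the 4 composite peaks of the 16 centromeres extended away from mid-Cen far more often than across it. Within 1 bp of a peak, 27256 fragments extended outward and 1151 inward, a share of 95.9% outward (95.9 ± 0.454, SD, n = 3 libraries). The outer peaks, at −27 and 26 bp, gave 9971 and 8009 outward fragments with median lengths of 177 and 188 bp, and the inner peaks, at −18 and 17 bp, gave 5061 and 4215 with medians of 183 and 202 bp. Of the outward fragments, 9.53% were longer than 300 and up to 400 bp, and 96.2% of the fragments of these lengths extended outward.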

Third, clusters of left and right fragments on either side of the centromere, representing neighboring nucleosomes, align closely with MNase-seq nucleosomal profiles for all 16 centromeres, and show centromere-to-centromere variability as previously observed (Cole et al., 2011; Krassovsky et al., 2012). 

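In a fixed window on each side of the 16 centromeres, the largest maximum of cleavage lay close to that of MNase-seq fragment midpoints. Cleavage was counted from fragments of at least 147 bp, and the window limits how far the maxima can differ. Over the 32 flanks the median absolute difference in position was 7.5 bp in unlabeled wild-type cells and 11.5 bp in OP-labeled ones, and 11.5 bp in unlabeled H4S47C cells and 12 bp in OP-labeled ones. The positions lay within 10 bp of each other at 20, 15, 15 and 13 of the 32 flanks, in that order. Each MNase condition has 1 library, and no tolerance was set for calling a pair of maxima aligned.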

Fourth, each left end must pair with a right end, and the fact that for each left-end vertical there is a corresponding dense right-end diagonal and vice-versa implies that there are dense cleavages on either side of the centromere in addition to those expected from cleavages centered over neighboring nucleosomes, a point that we will return to in the next section. 

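The other ends of fragments that start at the 4 peaks were found at every distance from 60 to 399 bp of mid-Cen, and they were most frequent where the flanking nucleosomes lie. In 34 bins of 10 bp the count ran from 8 ends at 60 to 69 bp to 2096 at 180 to 189 bp, with a median of 490.5. The side of CDEI had 1367 ends in the highest bin and the side of CDEIII 729. Between 60 and 130 bp, closer to the centromere than the center of the flanking nucleosomes, lay 6.12% of these ends.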

Finally, when log_2_(Cse4/Input) ChIP-seq profiles are superimposed over the V-plots, we see that the midpoints of the vertical lines of dots marking the preferred cleavages are precisely centered over the position of maximum occupancy of the Cse4 nucleosome.

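The largest ratio of Cse4 ChIP to MNase-seq coverage lay at mid-Cen in unlabeled wild-type cells, at −7 bp in unlabeled H4S47C cells and at −9 bp in OP-labeled wild-type cells. The midpoint of the 4 cleavage peaks was −0.5 bp. In OP-labeled H4S47C cells the largest ratio lay at −62 bp, and at 15 bp when the ratio was smoothed over 21 bp. The log2 ratios at the maxima were 10.54 in wild-type cells, 9.14 in OP-labeled wild-type cells, 9.82 in H4S47C cells and 7.99 in OP-labeled H4S47C cells. Each of these positions is that of the mean over the 16 centromeres. Single centromeres ran from −72 to 97 bp in unlabeled wild-type cells, and the maximum lay within 10 bp of the midpoint of the cleavage peaks at 3 of 16 centromeres in wild-type, 6 in H4S47C, 1 in OP-labeled wild-type and 0 in OP-labeled H4S47C cells. All come from 1 ChIP library and 1 MNase-seq library per condition, scaled to the number of fragments. The paper's text does not name the libraries behind its superimposed profile.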

To confirm that cleavage features we observed depended on the H4S47C mutation, we subjected wild-type cells to OP-labeling and cleavage reactions. The cleavage frequency in a wild-type strain is too low to obtain a library comparable to that of the H4S47C strain, which requires that two cleavages are sufficiently close to generate <500-bp fragments for paired-end sequencing. Therefore, purified DNA was cleaved to completion with AluI, which cleaves the sequence AG^CT and leaves blunt ends. 

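DNA of wild-type cells digested with AluI was sequenced in 2 libraries of paired ends, 1 from cells taken through the OP-labeling and cleavage reactions and 1 from untreated cells, so no test between them was made. The paper's methods call the first treatment mock hydroxy radical cleavage. The authors aligned the reads as for the H4S47C libraries, and the deposited lists again give both end positions of each fragment, with identical fragments kept. The treated library held 62911692 fragments, of which 93.8% repeated both ends of another fragment, and the untreated library 60468426, of which 98.4% did. AluI cuts at fixed sites, so fragments of different cells share both ends, and this share does not count PCR copies. Within 2 bp of an AluI cut lay 95.0% and 98.8% of their ends. The nuclear genome has 39701 AluI sites, of which 1 lies in a centromere. Ends within 2 bp of a cut were left out, and the rest were counted in the 16 centromeres and in flanks from 150 to 500 bp away from mid-Cen. The intervals given with these counts are exact 95% Poisson intervals, and those of ratios are exact conditional ones. The counts of the AluI and MNase libraries can include copies made by PCR, so their intervals cover counting error only. With identical fragments counted once, the centromeres of treated cells held 58 ends in place of 63. Those of untreated cells held 36 in place of 37.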

The very low level of cleavages observed over centromeres (Figure 6—figure supplement 2A) confirms that centromere cleavage patterns are specific for H4S47C and not for centromere-specific DNA-binding proteins. 

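Away from AluI sites, the 16 centromeres of treated wild-type cells held 63 ends (interval 48.4 to 80.6). The number per bp was 0.0975 of that in the flanks (0.0747 to 0.125). At the same positions of the 3 pooled H4S47C libraries it was 1.33 times that in the flanks (1.32 to 1.34). Cen4 had the most ends, 14, followed by Cen5 with 7, and Cen11 had 0. The 2 kinds of library differ in how a fragment arises, since an AluI fragment needs 1 cleavage near an AluI site and an H4S47C fragment needs 2 cleavages. From the low level in wild-type cells, the paper concludes that the cleavage patterns at centromeres are specific for H4S47C and do not come from proteins bound to centromere DNA.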

As an additional control, we identified background cleavages by isolating DNA from untreated cells and digesting with AluI before library preparation. This revealed that the level of background cleavage over centromeres is similarly low regardless of whether or not cells were subjected to OP-labeling and cleavage reactions, as expected if centromeres are fully occupied and protected during the cleavage reaction (Figure 6—figure supplement 2B).

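In untreated wild-type cells the 16 centromeres held 37 ends away from AluI sites (interval 26.1 to 51.0). Relative to the number of fragments sequenced, the treated cells had 1.64 times as many (1.07 to 2.53), so the difference is close to the limit of what the counts resolve. Relative to the genome mean of ends away from AluI sites the order was the opposite, with 0.179 in untreated and 0.0816 in treated cells. Per bp the untreated centromeres had 0.328 of the ends of their flanks (0.229 to 0.457). Cen3 with 7 ends and Cen16 with 6 were highest, and Cen7 and Cen11 had none.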

### Cse4 hemisomes are stable at centromeres

CenH3 nucleosomes are hypersensitive to MNase digestion in vivo (Takahashi et al., 1992; Dalal et al., 2007; Krassovsky et al., 2012), and some authors have suggested that hemisomes might represent unstable intermediates in the assembly or disassembly of octasomes (Black and Cleveland, 2011; Dunleavy et al., 2013). H4S47C-anchored cleavage mapping relies on nucleosomes remaining stably wrapped during the multistep nuclear labeling and washing procedures, which includes an overnight incubation with OP-labeling reagent that is performed prior to the actual Cu-dependent cleavage reaction. Therefore, our mapping of Cse4 hemisomes over centromeres at levels expected for such high AT-rich sequences (Figure 3E) implies that they are stable particles in vivo as we previously showed for hemisomes wrapped by CDEII in vitro (Furuyama et al., 2013). Nevertheless, it remained formally possible that the hemisomes that we mapped at centromeres were generated by dissociation of Cse4 octasomes during the OP-labeling step.

To test whether OP-labeling conditions promote the dissociation of octasomes, we reconstituted octasomes with either H3-H4 or Cse4-H4S47C and with either the 147-bp 601 positioning sequence or with a 147-bp Cen3-containing DNA segment. Using a gel-shift assay, we observed no changes in particle migration associated with the OP-labeling procedure for any of the reconstituted octasomes (Figure 7A). To confirm that the particles undergoing a gel-shift remained octasomes during this procedure, we gel-purified reconstituted particles with or without the OP-labeling treatment and performed atomic force microscopy (AFM). We found that OP-treated and untreated Cse4 and H3 octasomes are similar in height to one another but are ∼40–50% taller than Cse4-H4S47C/CDEII hemisomes reconstituted and incubated in parallel (Figure 7B), consistent with previous studies (Furuyama et al., 2013; Codomo et al., 2014; Walkiewicz et al., 2014). We conclude that the OP-labeling procedure does not alter the form of nucleosomes reconstituted with centromeric DNA.

**Figure 7.**
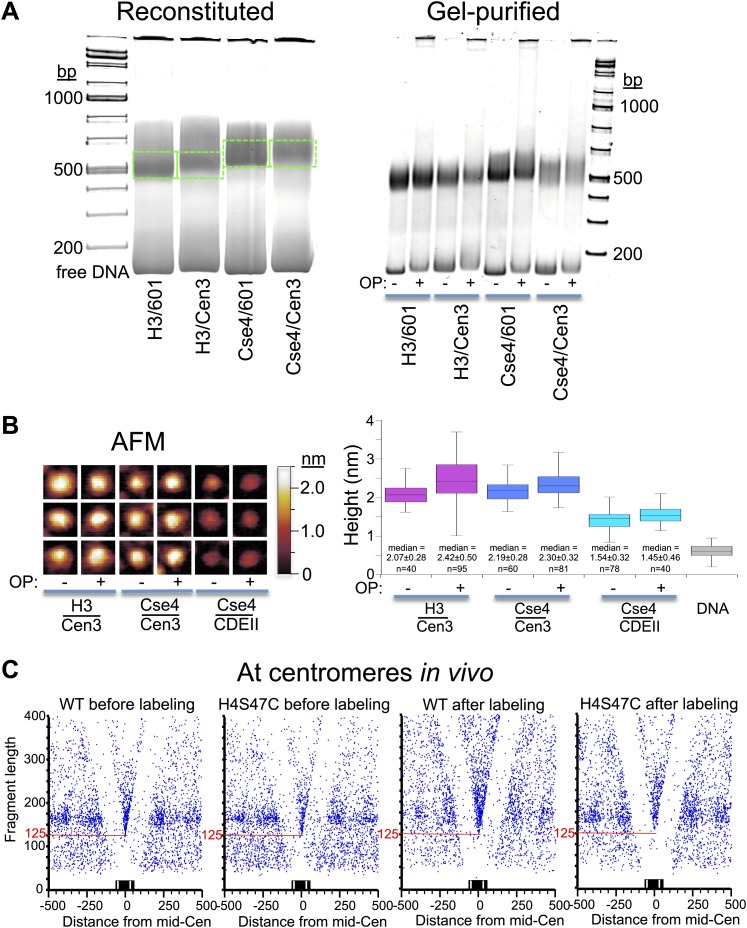
OP-labeling does not disrupt reconstituted or native nucleosomes. (**A**) Octasomes were reconstituted by salt dialysis on 147-bp DNAs, subjected to native PAGE (left), and gel-shifted bands were excised (dotted green lines) and extracted as described (Codomo et al., 2014). OP-treated and untreated gel-purified particles were subjected to native PAGE (right). No instability of Cse4/Cen3 octamers (Dechassa et al., 2011) was observed during low-temperature incubation during storage at 4°C (Xiao et al., 2011; Furuyama et al., 2013). Using the intensity ratio of the gel-shifted band to the free DNA band as a measure of octasome stability, stability in the presence or absence of OP reagent was similar in each case (Fraction +OP/-OP: H3/601: 0.8; H3/Cen3: 1.0; Cse4/Cen3: 1.1; Cse4/Cen3; 1.0), based on the average of two determinations. (**B**) AFM analysis of reconstituted particles ± OP treatment. Three representative particles from each sample are shown on the left at the same magnification and dynamic range, where the height was set at 0.6 nm below the mean height of free DNA imaged in the same scan. The median heights for 1 min trypsinized OP-treated and untreated H3 and Cse4 octasomes and Cse4 hemisomes are similar to what we previously reported using the same protocol (2.10 nm for Cse4/Cen3 octasomes and 1.59 nm for Cse4/CDEII hemisomes [Codomo et al., 2014]). (**C**) MNase-seq was performed on wildtype (WT) and H4S47C mutant cells ± OP labeling. The mid-CDE position of each of the 16 centromeres was aligned at zero on the X-axis position. A blue dot corresponds to the midpoint of each mapped fragment on the X-axis and the fragment length on the Y-axis. The sharp vertex located over the mid-Cen marks the X-axis position of the minimally protected fragment and its Y-axis position (red line) indicates its length. See also Figure 7—figure supplement 1–5. **DOI:** http://dx.doi.org/10.7554/eLife.01861.018

**Figure 7—figure supplement 1.**
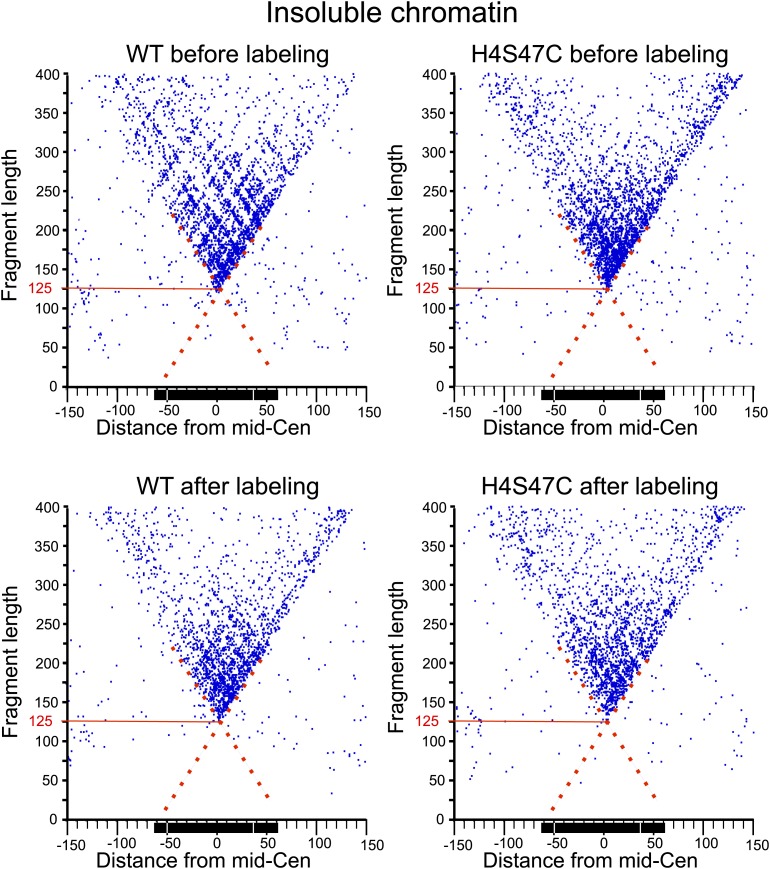
MIdpoint V-plot representations of MNase-seq generated fragments from insoluble chromatin over all 16 centromeres. See the legend to Figure 7C. The dotted line extensions of the diagonals show precise positioning of protected particles over the centromere, and the solid red lines mark the length of the minimally protected fragment. **DOI:** http://dx.doi.org/10.7554/eLife.01861.019

**Figure 7—figure supplement 2.**
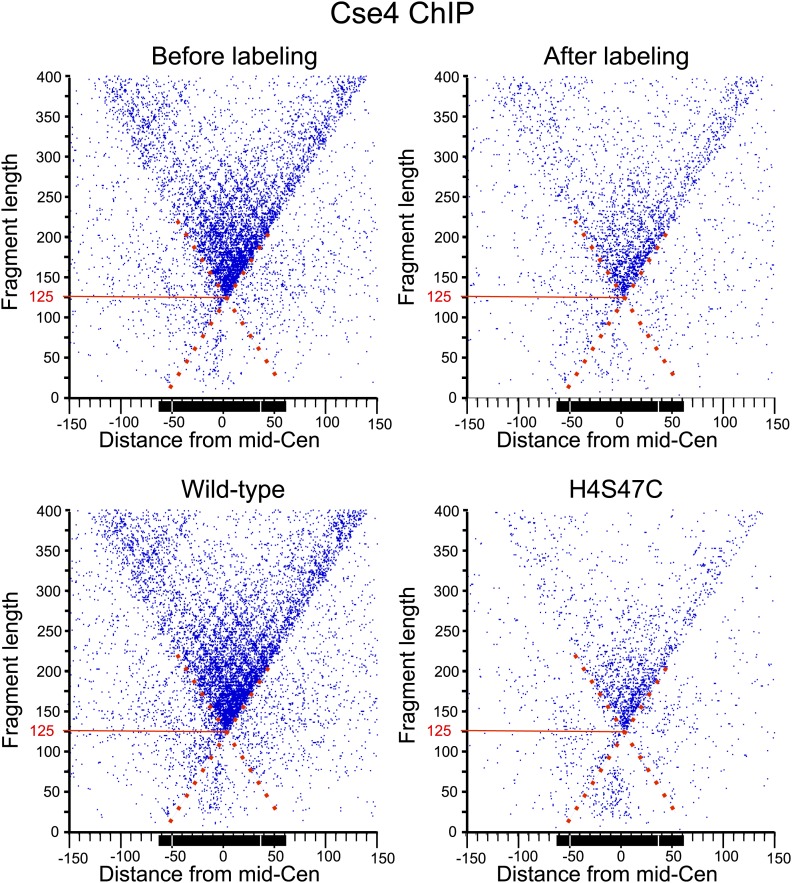
MIdpoint V-plot representations of Cse4 ChIP fragments over all 16 centromeres. See the legends to Figure 7C and Figure 7—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.01861.020

**Figure 7—figure supplement 3.**
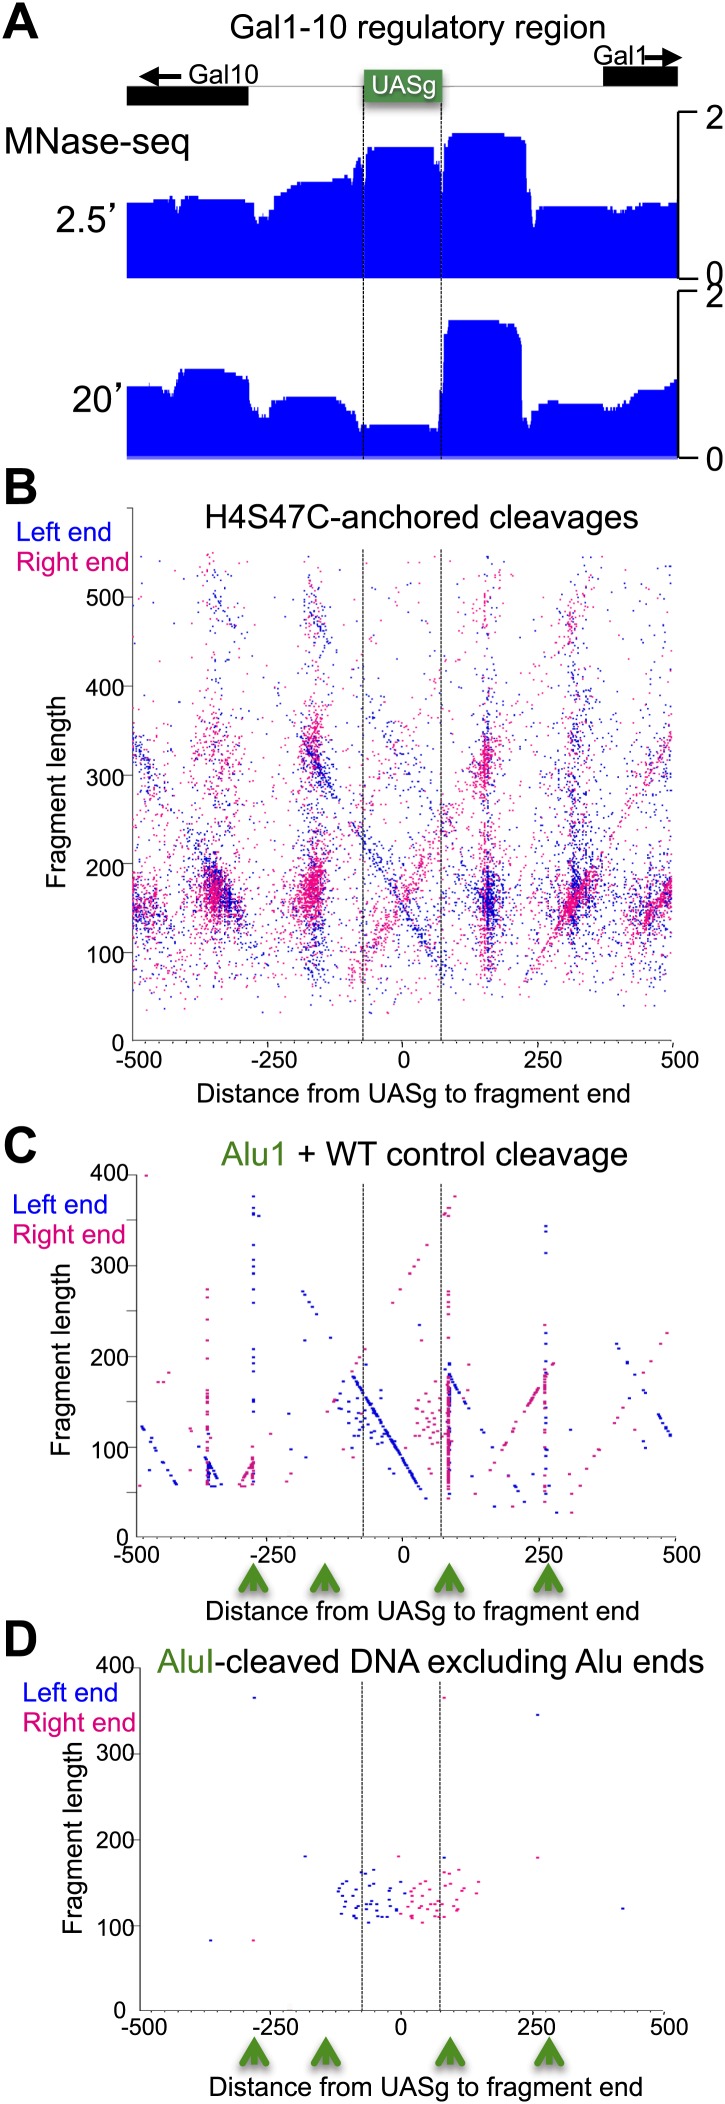
The fragile nucleosome over the Gal1-10 UASg is not detected by H4S47C-anchored cleavage mapping. (**A**) MNase-seq normalized count data from stacked paired-end reads showing that the nucleosome over the UASg is present at high occupancy after 2.5 min MNase digestion, but is strongly depleted after 20 min digestion (Bartfai et al., 2010). (**B**) Left-right V-plot of the same region showing H4S47C-anchored cleavages, where the dotted lines indicate the UASg. (**C**) Same as (**B**), except that labeling and cleavage reactions were performed using a wild-type strain, and DNA was cleaved to completion with AluI after purification. Green arrows indicate the location of AluI sites. The high density of dots on the diagonal over the UASg confirms that cleavages seen over the UASg in the H4S47C-anchored strain reflect background cleavages in a nucleosome depleted region. (**D**) V-plot diagonals are not seen in DNA from untreated cells. DNA was purified directly from cells subjected to immediate alkaline lysis and cleaved with AluI prior to library construction. Points that fell between −2 and +2 bp relative to the AluI cleavage position were excluded for clarity as these most likely represent AluI cleavages and occasional imperfect end-polishing. Green arrows indicate the location of AluI sites. These background cleavages would appear to have occurred in vivo. **DOI:** http://dx.doi.org/10.7554/eLife.01861.021

**Figure 7—figure supplement 4.**
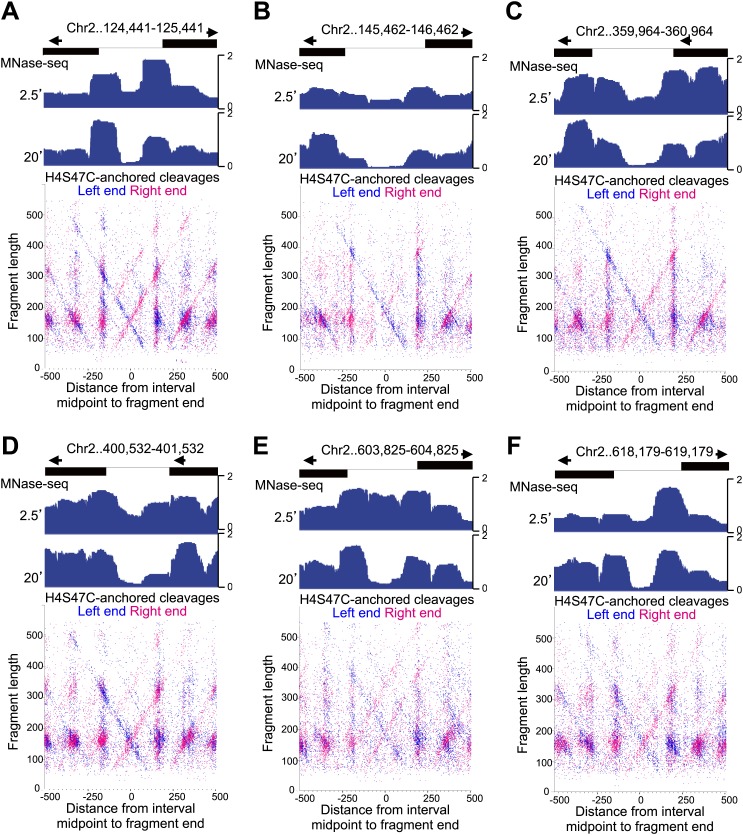
Fragile nucleosome are not detected by H4S47C-anchored cleavage mapping. See the legend to Figure 7—figure supplement 4. (**A-F**) Examples from Chromosome 2 are shown in which nucleosome-sized fragments (>140 bp) displayed fragility as defined by a conspicuous drop in occupancy during MNase digestion relative to well-phased nucleosomes on either side (Codomo et al., 2014). Unlike the Gal4 UAS, which has a high G+C content and so is inherently resistant to MNase digestion (Chung et al., 2010), the G+C content of each fragile nucleosome is near average or low relative to the entire genome. **DOI:** http://dx.doi.org/10.7554/eLife.01861.022

**Figure 7—figure supplement 5.**
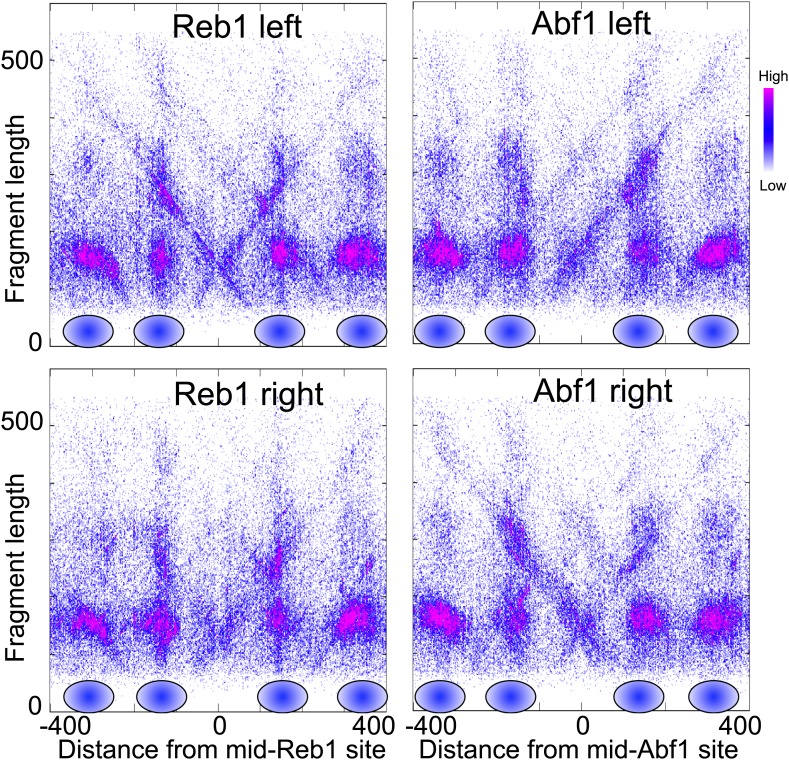
Nucleosome-depleted regions show preferential background cleavages. Density left-right V-plots for pooled left and right ends of H4S47C-anchored cleavages over aligned binding sites of Reb1 (left) and Abf1 (right), transcription factors that strongly phase nucleosomes on either side (Bartfai et al., 2010). **DOI:** http://dx.doi.org/10.7554/eLife.01861.023

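Chromatin of wild-type and H4S47C cells, each with and without OP labeling, was digested for 10 min with 4 units of micrococcal nuclease (MNase), which cuts DNA between nucleosomes. From each of these 4 strains and treatments DNA was sequenced from the whole digest (MNase-seq), from the insoluble chromatin that stays in the pellet, and from a ChIP of the soluble chromatin with an antibody against Cse4, the centromeric form of histone H3. This makes 12 libraries with 1 per condition and no replicates, so values are given without tests. H4S47C cells derive from BY4741 and the wild-type cells are of strain Sby3, so the mutation and the strain background differ together. The authors aligned the paired-end reads to the sacCer3 genome, and the deposited lists give both end positions of each fragment, with identical fragments kept. MNase-seq held 12630023 fragments in H4S47C cells, 3861214 in OP-labeled H4S47C cells, 9871845 in wild-type cells and 6054666 in OP-labeled wild-type cells. In the same order insoluble chromatin held 6333696, 3677537, 6463289 and 6928654, and the Cse4 ChIP 2075142, 722982, 1969785 and 2275862. Identical copies made up 8.91% to 12.9% of the MNase-seq fragments and 94.1% to 97.1% of the ChIP fragments, which left 23712, 11717, 62703 and 56895 distinct nuclear ChIP fragments. Mitochondrial DNA made up 63.5% of the insoluble fragments of H4S47C cells and 40.9% of those of wild-type cells. Counts were scaled to nuclear fragments, and the expectation for a region is its share of the nuclear genome.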

To confirm that OP labeling does not alter centromeric nucleosomes in vivo, we profiled wildtype and H4S47C cells genome-wide before and after the OP-labeling treatment. 

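The median midpoint of MNase-seq fragments of 110 to 200 bp that spanned a centromere lay on the CDEIII side of mid-Cen. It was 7.5 bp in H4S47C and in wild-type cells, 8 bp in OP-labeled H4S47C cells and 5 bp in OP-labeled wild-type cells. The middle 50% of these midpoints lay between −0.5 and 14.5 bp in H4S47C cells and between 0.5 and 16.5 bp in wild-type cells. They rest on 723 and 814 fragments without labeling, and on 259 and 215 with labeling. In insoluble chromatin the medians were 8.5 to 9.5 bp and in the Cse4 ChIP 3.5 to 7.5 bp. These lengths leave little room for other midpoints. In 1000 sets of 16 random windows of the same sizes, a control chosen after seeing the data, the MNase-seq median lay within 10 bp of the middle in 97.4% to 100% of sets, so a midpoint this close does not by itself mark the centromere. In H4S47C cells a set of random windows was spanned by a median of 297 fragments, and 1.20% of sets held at least the 723 of the centromeres.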

Using modified MNase-seq (Henikoff et al., 2011), we determined that the position of the Cse4 nucleosome is the same in H4S47C and wild-type and in OP-treated and untreated cells (Figure 7C). 

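Fragments with their midpoint in a centromere were more frequent than expected in insoluble chromatin and far more so in the Cse4 ChIP, in both strains and with or without OP labeling. In insoluble chromatin they were 13.9 times the expectation in H4S47C cells, 4.62 times in OP-labeled H4S47C cells, 22.2 times in wild-type cells and 4.79 times in OP-labeled wild-type cells. Relative to MNase-seq of the same cells, insoluble chromatin was enriched 17.5-fold, 2.89-fold, 21.2-fold and 6.40-fold. The Cse4 ChIP was enriched 1070-fold in H4S47C cells, 1448-fold in wild-type cells and 621-fold in OP-labeled wild-type cells, and least in OP-labeled H4S47C cells. With identical fragments counted once the ChIP stood at 571-fold, 116-fold, 552-fold and 332-fold over MNase-seq treated in the same way, and most of its fragments are copies. Each value is from 1 library, so differences between labeled and unlabeled cells have no replicate error.

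**Figure D2:**
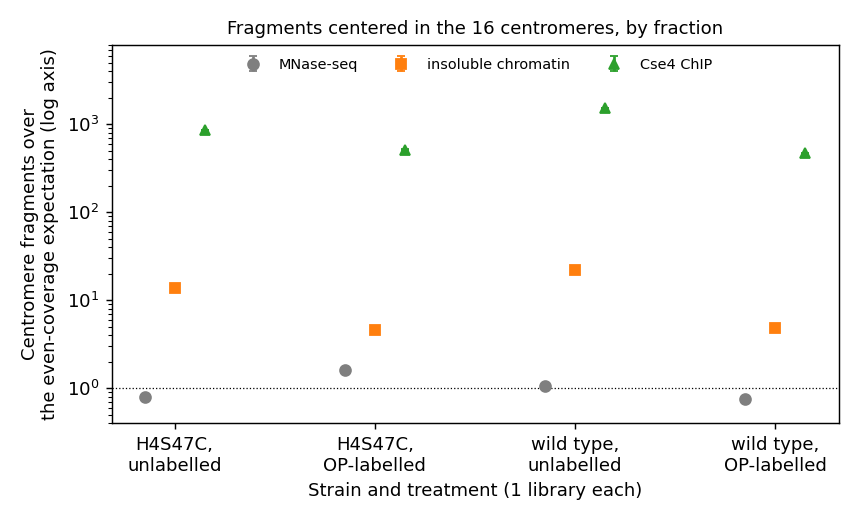
Fragments with their midpoint in the 16 centromeres over the number expected from even coverage of the nuclear genome, on a log axis, for MNase-seq (gray circles), insoluble chromatin (orange squares) and Cse4 ChIP (green triangles) of the 4 strains and treatments. Each point is 1 library, and bars, mostly smaller than the points, are exact 95% Poisson intervals. MNase-seq lies between 0.748 and 1.60 and the Cse4 ChIP between 464 and 1513.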

To confirm that centromeric chromatin is intact after OP-labeling, we also profiled MNase protection of insoluble chromatin (Figure 7—figure supplement 1), which is ∼100-fold enriched for centromeric chromatin (Krassovsky et al., 2012), and performed ChIP-seq on the soluble fraction using a Cse4-specific antibody (Figure 7—figure supplement 2). 

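In all 12 libraries, fragments that overlap CDEII were cut inside it less often than fragments that overlap flanking DNA of the same length. In insoluble chromatin 3.05% of the fragments overlapping CDEII were cut in it in H4S47C cells, 3.16% in OP-labeled H4S47C cells, 6.03% in wild-type cells and 2.42% in OP-labeled wild-type cells, against 46.3% to 54.2% in the flanks. In the Cse4 ChIP the shares were 10.4%, 5.15%, 8.01% and 9.16%, against 55.1% to 62.3%. MNase-seq gave 25.6%, 9.28%, 12.8% and 4.39%, against 48.8% to 62.6%. The highest of these, in H4S47C cells, has an exact 95% binomial interval of 23.8% to 27.5%. In insoluble chromatin CDEI, the site of Cbf1, was cut in 0.184% to 0.289% of its fragments and CDEIII, the site of CBF3, in 0.747% to 0.915%. Both are shorter than CDEII and offer fewer positions for a cut, so these shares do not rank the protection of the elements. Counting identical fragments once raised the shares of the ChIP to 25.0%, 23.5%, 13.1% and 15.4%.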

In both cases, midpoint V-plots reveal that CDEI, CDEII and CDEIII are strongly MNase-protected relative to flanking regions in both strains with or without OP treatment in both soluble and insoluble chromatin fractions. This extent of Cse4 particle occupancy is half that necessary to accommodate two spaced hemisomes, because if the cleavage pairs were attributable to two hemisomes particles wrapping ∼60 bp with spacings of 33–53 bp between cleavage sites, then the total span would be 153–173 bp, or about twice the ∼80 bp that the Cse4-containing particle occupies. This leaves the single hemisome per centromere model as the only one that can account for our cleavage data.

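The shortest fragments over the centromeres were of 110 to 135 bp in 11 of 12 libraries and shorter in the Cse4 ChIP of OP-labeled H4S47C cells. Among fragments with a midpoint within 10 bp of mid-Cen, the shortest 5-bp class holding at least 1% of the fragments started at 125 bp in MNase-seq of H4S47C and of wild-type cells. It started at 130 bp in OP-labeled H4S47C cells and at 110 bp in OP-labeled wild-type cells, from 220 and 195 fragments. In insoluble chromatin it started at 125 to 135 bp. In the Cse4 ChIP it started at 110, 115 and 125 bp, and at 70 bp in OP-labeled H4S47C cells, the library with the fewest distinct fragments. With identical fragments counted once it started at 20 bp in the ChIP of H4S47C cells, labeled or not. From the length of DNA that the Cse4 particle occupies, the paper reasons that it is too short for a pair of spaced hemisomes.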

To further test this conclusion, we investigated the basis for cleavages around the centromere that do not correspond to neighboring nucleosomes. That is, the fact that there are fairly uniform diagonals extending from ∼50 bp up to >400 bp is not consistent with cleavages occurring only at the center of flanking nucleosomes, but rather suggests that these are caused by mostly background cleavages on either side of the centromere. 

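Along the diagonals, the distance from mid-Cen at which fragments from the centromeric peaks ended was uneven. The bin with the most other ends, which lies over the flanking nucleosomes, held 4.27 times the median bin. Even so, 0 of the 34 bins were empty. On the CDEI side, counts fell from 1017 ends at 190 to 199 bp to 155 at 340 to 349 bp, and on the CDEIII side from 815 to 73. From 390 to 399 bp they were 119 and 133.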

As the hydroxy radical cleavage protocol that we use was originally developed for mapping non-specific cleavages within linker DNA (Cartwright and Elgin, 1982), these diagonals indicate a moderate level of background cleavage between flanking highly occupied and phased nucleosomes.

We also observed background cleavages at sites of ‘fragile’ nucleosomes, which are thought to be unstable based on hypersensitivity to MNase (Xi et al., 2011). The best-studied fragile nucleosome is over the Gal4 UAS in the Gal1-10 regulatory region, when yeast are grown in glucose (Floer et al., 2010) (Figure 7—figure supplement 3A). We therefore expected to observe high frequency cleavage by this nucleosome in our cleavage datasets. However, there was no evidence of nucleosome-directed cleavage, but rather especially strong cleavage diagonals directly over the Gal4 UAS (UASg, Figure 7—figure supplement 3B). 

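The Gal4 UAS between GAL10 and GAL1, the genes of galactose use that are repressed in glucose, was cleaved less than average. It was taken as the stretch from the first to the last exact match to the Gal4 site between the genes, so a site that departs from the motif would be missed. This stretch spans 54 bp of chromosome 2 from 278568 to 278621 and holds 3 matches, CGGATTAGAAGCCGCCG, CGGGCGACAGCCCTCCG and CGGAAGACTCTCCTCCG. In the pooled H4S47C libraries it held 652 ends, which is 0.432 of the genome mean per bp (0.440 ± 0.0796, SD, n = 3 libraries). Relative to the cleavage peaks of the neighboring nucleosomes this was 0.111 (0.110 ± 0.0132). Left ends made up 48.9% of the ends. Widened by 20 bp, the stretch held 0.439 of the genome mean per bp. For comparison, the 16 centromeres held 1.33 of the genome mean (1.28 ± 0.197). Relative to their neighboring peaks they held 0.511, since a mean is set against maxima there.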

We observed similarly strong Xs over other fragile nucleosomes (Figure 7—figure supplement 4). 

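The 6 other fragile nucleosomes of chromosome 2 lie between genes and were cleaved less than average. Their middle 150 bp held 0.410 of the genome mean of ends (0.455 ± 0.171, SD, n = 3 libraries) and 0.133 of the neighboring peaks (0.145 ± 0.0537). The lowest value was 0.270, between URA7 and MRPL16 at 145887 to 146036, and the highest were 0.535 between SEC18 and SPT7 and 0.491 between PIN4 and SEC17. Between were AKL1 and ORC2 with 0.380, TAF5 and KTR4 with 0.384, and NTC20 and RPS9B with 0.401. The ratio at +7 bp, which marks cleavage across a dyad axis, was 0.991 for left ends and 0.968 for right ends, near 1.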

The ‘X’ pattern of depletion seen at these sites resembles that for known nucleosome depleted regions, such as those around binding sites for the Reb1 and Abf1 transcription factors (Figure 7—figure supplement 5). 

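Around exact matches to the Reb1 and Abf1 motifs the number of ends per bp was lower at the site than at the flanking nucleosomes. Within 20 bp of 1215 Abf1 matches it was 0.667 of the genome mean (0.685 ± 0.0705, SD, n = 3 libraries), and it was 1.08 beyond 100 and up to 150 bp from the site. Within 20 bp of 769 Reb1 matches it was 0.911 (0.957 ± 0.202), and 1.53 beyond 100 and up to 150 bp from the site. The matches inside genes differed from the rest, with 1.76 at 217 Reb1 matches and 0.901 at 446 Abf1 matches. These Reb1 matches were also high away from the site, with 1.75 from 61 to 100 bp and 2.11 beyond 100 and up to 150 bp. Their 1.76 is thus not specific to the site, and they raise the values over all Reb1 matches. Why they were high was not tested. Within 20 bp of matches between genes the values were 0.575 at 552 Reb1 sites and 0.532 at 769 Abf1 sites. Beyond 100 and up to 150 bp from these they were 1.31 and 1.12. The paper's text does not list its sites, and a match to the motif need not be bound.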

We further confirmed this interpretation by mapping AluI-generated fragments of DNA in the Gal1-Gal10 region from wildtype cells subjected to OP-labeling and cleavage reactions. 

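In treated wild-type cells the Gal4 UAS held 67 ends away from AluI sites (interval 51.9 to 85.1), of which 65 were left ends. Per bp this was 37.0 times the level in the 16 centromeres (25.8 to 53.0). In H4S47C cells the order was the opposite, with 0.325 of the level in the centromeres. Untreated wild-type cells had 28 ends (18.6 to 40.5) in the UAS, of which 27 were left ends, and 26.3 times the level in the centromeres (15.5 to 44.2). Relative to the number of fragments sequenced, treated cells had 2.30 times as many ends in the UAS as untreated cells (1.46 to 3.71). Relative to the genome mean of ends away from AluI sites the order was the opposite, with 4.71 in untreated and 3.02 in treated cells. The UAS has 0 AluI sites of its own, and its ends lie on fragments cut by AluI farther away.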

We observed a strong diagonal representing the left end of fragments cleaved by AluI at a site on the right side of the Gal4 UAS, but only weakly extending beyond the edge of the well-occupied next nucleosome to the left (Figure 7—figure supplement 3C,D). In contrast, centromeres showed very little cleavage relative to regions on either side (Figure 6—figure supplement 2A), indicating protection from background cleavages and confirming that Cse4 nucleosome-directed cleavages depend on the H4S47C mutation. 

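In treated wild-type cells every centromere had fewer ends per position than its flanks. Per 1000 positions the flanks ran from 81.5 ends at Cen16 to 297 at Cen8, and the centromeres from 0 at Cen11 to 63.1 at Cen4. In untreated cells the flanks were lower, from 10.9 at Cen16 to 53.5 at Cen2, and Cen16 itself had 25.6, above its flanks.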

The stability of the Cse4 centromeric nucleosome and protection from background cleavages under these conditions confirm that Cse4 hemisomes are immobile at centromeres, as expected from the stability of Cse4 hemisomes on short DNA fragments, including a fragment consisting of CDEII alone (Figure 7B; Furuyama et al., 2013).

## Discussion

We have used directed chemical cleavage mapping to determine the precise position of the single Cse4 nucleosome at each budding yeast centromere. Using molecular dynamics simulation of H4S47C-anchored cleavages, and verification of the resulting model based on cleavage patterns at highly occupied and phased nucleosomes, we find that the pattern over all 16 centromeres, and the distance between cleavage sites, is profoundly different from what is seen elsewhere in the genome. As octasome and tetrasome structures for the Cse4 nucleosome position two H4S47 residues immediately on either side of the dyad axis, just as for conventional H3 octasomes and tetrasomes, our cleavage data rule out these structures as making a substantial contribution to Cse4 occupancy at centromeres (Figure 8). Indeed, the only proposed structure that fits our data is a hemisome in one of four mutually exclusive orientations occupying each centromere within the population of cells. Thus, the Cse4 nucleosome shows remarkable rotational flexibility within the confines of the 78–86 bp CDEII sequence, where it can assume opposite orientations and two preferred rotational phasing patterns. Such flexibility might be important for brief hemisome–octasome transitions reported for both budding yeast and human cenH3s (Bui et al., 2012; Shivaraju et al., 2012).

**Figure 8.**
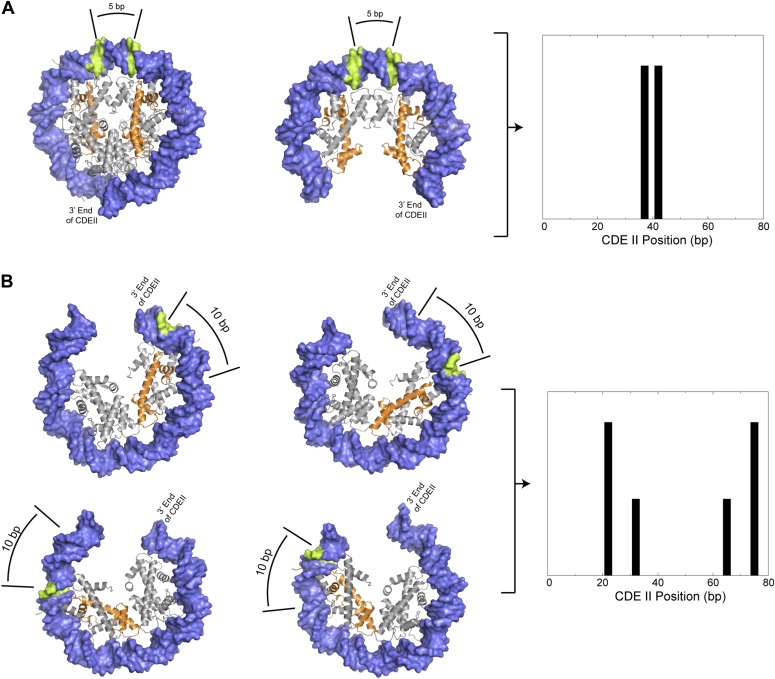
Preferred cleavage positions for proposed structural models of the CDEII nucleosome. (**A**) H4S47C-anchored cleavage reactions within an octasome (left) or an (H3/H4)_2_ tetrasome (middle) centered over CDEII would give rise to mapped sites that are ∼5 bp apart (right). (**B**) Observed cleavage positions (right) are explained by a structural model of a hemisome occupying either of two rotational positions (compare left vs middle models) in either of two reflectional orientations (compare upper vs lower models). The ∼7 bp closer spacing of Cen4 cleavage pairs (Figure 4—figure supplement 2) implies that positioning is determined by the distance of H4S47C from the closer end of CDEII. Histone H4 is indicated in orange and preferred cleavage sites are indicated in green. **DOI:** http://dx.doi.org/10.7554/eLife.01861.024

The flexibility in orientation and phasing that we observed for such a precisely positioned particle is especially remarkable considering that yeast centromeres are directional at the DNA level, with the >90% AT-rich CDEII sequence oriented between Cbf1-bound CDEI and CBF3-bound CDEIII. We attribute this rotational and reflectional flexibility to the fact that a 78-bp CDEII duplex is sufficient to stably wrap a hemisome in vitro (Furuyama et al., 2013), and that AT-richness alone is sufficient for full in vivo function of CDEII, as some random 92% AT-rich sequences substituted for natural CDEII supported faithful segregation of mini-chromosomes (Baker and Rogers, 2005). This interpretation helps to clarify the roles of Cbf1 and the CBF3 complex in maintaining centromeres. Both proteins tightly bend DNA and thus delimit an ∼80-bp sequence for assembly of the Cse4 nucleosome (Henikoff and Furuyama, 2012). CBF3 is essential for recruiting Cse4, where the Ndc10 subunit interacts with the Scm3 Cse4-specific chaperone (Shivaraju et al., 2011). In addition, our findings suggest that Cbf1 acts as a barrier on the left that sets the sharp rotational positions of the Cse4 nucleosomes that are asymmetrically oriented with H4S47 closest to CDEI. This implied role of Cbf1 in Cse4 hemisome positioning is consistent with our previous analysis of MNase-seq data in a *cbf1Δ* mutant strain showing that loss of Cbf1 is accompanied by a shift in position of the Cse4 nucleosome (Krassovsky et al., 2012). The rotational and reflectional flexibility of the Cse4 nucleosome implied by our study argues against specific roles for either Cbf1 or CBF3 in orienting the histone core within the single DNA wrap (Xiao et al., 2011).

Although budding yeast are especially suitable for application of directed chemical cleavage mapping, because replacing endogenous histones with the mutant H4S47C version is straightforward, one might envision applying this strategy to complex genomes. Complete replacement of the replication-coupled histone gene cluster has been accomplished in *Drosophila* (Gunesdogan et al., 2010), and conceivably other strategies for introducing cysteine-substituted histones might be considered for other model organisms. The application of this technology to the study of cenH3 nucleosomes more generally has the potential of resolving current debates as to the generality of hemisomes vs octasomes at centromeres. Current evidence suggests that both types of particles are present in animal genomes (Bui et al., 2012), although which are at functional centromeres and which are on chromosome arms has been unclear. MNase-seq and ChIP-seq have been applied to the problem, but particle size has been ambiguous because of the inherent sensitivity of hemisomes to MNase digestion (Dalal et al., 2007; Krassovsky et al., 2012) and ambiguities caused by partial unwrapping of octasomes (Tachiwana et al., 2011) and internal cleavages and nibbling (Hasson et al., 2013). Together with high-resolution native ChIP, directed cleavage mapping has the potential of unambiguously determining particle composition and structure in complex genomes.

## Materials and methods

### Structural model

We constructed a molecular model of cysteine-orthophenanthroline (OP) using Avogadro (Hanwell et al., 2012). We replaced the serine at position 47 of H4 in the yeast nucleosome structure (PDB ID:1ID3) with cysteine-OP. Our simulation system consisted of H3-H4(47C-OP) bound to 10 bp of DNA in the same conformation as in the nucleosome structure (corresponding to −2 to −12 positions with respect to the dyad). The DNA, H3 and H4 were held static, except for amino acid residues that were within 10 Å of H4S47C-OP. The simulation system was minimized and ∼30,000 conformations of H4S47C-OP were generated using Chiron (Ramachandran et al., 2011).

### Yeast culture

Yeast strain Sby3 (*MATa bar1-1 ura3-1 leu2, 3-112 his3-11 trp1-1 can1-100 ade2-1*) was used as control cells for cleavage mapping, MNase-seq and ChIP as in our previous centromeric chromatin analysis (Krassovsky et al., 2012). Construction of H4S47C from BY4741 (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*) was previously described (Brogaard et al., 2012b). The two histone H4 genes (HHF1 and HHF2) had been deleted and replaced by a single HHF1 gene with a cysteine codon replacing the serine codon at position 47. Growth and viability measurements were performed using a Vi-Cell automated cell counter (Beckman–Coulter, Brea, CA). Plasmid loss assays were performed as described by Koshland et al. (1987).

As previously reported (Brogaard et al., 2012a), H4S47C cells show growth anomalies relative to BY4741, which we have determined are caused by failure to achieve a quiescent state upon reaching stationary phase (Figure 2—figure supplement 1). This failure is likely attributable to deletion of HHF2, which results in reduced starvation resistance (Davey et al., 2012) and is associated with reduced lifespan (Feser et al., 2010).

### In vitro cleavage mapping

To map H4S47C-anchored cleavages within a reconstituted H3 octasome, octamers were prepared according to Luger et al. (1999) and OP-labeled by addition of a 10-fold molar excess of tris(2-carboxyethyl)phosphine (TCEP) for 10 min, then a 30-fold molar excess of OP reagent in DMSO in the dark. Samples were incubated at room temperature 2 hr and at 4°C overnight, quenched with 1/350 1.4M β-mercaptoethanol, and excess OP-reagent removed with a Bio-Spin P-30 column (Bio-rad, Hercules, CA). Reconstitutions were performed with 601 DNA according to Luger et al. (1999). Cleavage reactions proceded by addition of 1 vol 5 mM NaCl, 100 mM Tris pH 7.5, 300 μM CuCl_2_, mercaptopropionic acid to 6 mM, and H_2_O_2_ to 6 mM. After 20 min at room temperature, reactions were quenched with neocuproine in DMSO to 2.5 mM, and DNA was extracted using standard methods. SOLID sequencing was performed on the resulting fragments as previously described (Brogaard et al., 2012b).

To map H4S47C-anchored cleavages within Cse4 hemisomes, a 78-bp oligonucleotide with the sequence shown in Figure 4—figure supplement 1, that was 5′ end-labeled with 5′-Cy3 and 3′ end-labeled with 3′-AmC7-Q+Alexa488, was annealed with its unlabeled complementary unlabeled oligonucleotide. This 5′-Cy3-CDEII-Alexa488-3′ duplex was mixed with a fourfold excess of unlabeled CDEII duplex and used for octasome reconstitution and hemisome splitting To prepare OP-labeled hemisomes, Cse4/H4S47C/H2A/H2B octamers were lightly trypsinized as described (Furuyama et al., 2013) then subjected to in vitro OP-labeling and P-30 clean-up as described above, followed by reconstitution of pseudo-octasomes with CDEII DNA in 2M NaCl (Furuyama et al., 2013). After dialysis vs 4M urea to split pseudo-octasomes into two hemisomes, samples were electrophoresed on a 7% Tris-acetate (no EDTA) PAGE gel and bands were excised and eluted as described (Codomo et al., 2014), then subjected to in vitro cleavage reactions as described above. Reaction products from (1) the shifted band, which showed a strong gelFRET signal indicative of tight wrapping around a hemisome, (2) the unshifted (control) band and (3) G+A and C+T Maxam-Gilbert ladders produced from the 5′-Cy3-CDEII-Alexa488-3′ labeled oligonucleotide duplex, were electrophoresed on a 15% sequencing gel (Sambrook et al., 1989). The gel was scanned for Alexa488 and Cy3 using a Typhoon Trio and images were processed using ImageJ.

To ascertain the stability of reconstituted Cse4 octasomes and hemisomes, octamers were prepared as described (Furuyama et al., 2013) and reconstituted with 601, Cen3 or CDEII DNA by salt dialysis at 37°C as described by Xiao et al. (2011).

### H4S47C-anchored cleavage of budding yeast

Mutant and wildtype *S. cerevisiae* strains were grown to log phase at 30°C in YPD medium, harvested and used for labeling and cleavage reactions as described (Brogaard et al., 2012a). Briefly, the cell pellet was resuspended in spheroplasting buffer in 1M sorbitol, partially spheroplasted with lyticase, washed with 1M sorbitol 0.1% NP-40 and brought up in labeling buffer (1M sorbitol, 50 mM NaCl, 10 mM Tris–HCl pH 7.5, 5 mM MgCl_2_, 0.5 mM spermidine, 0.15 mM spermine, 0.1% NP-40 and 0.1 mM EDTA). Labeling was performed by addition of 7 mM OP reagent in DMSO to 20% volume and incubation for 2 hr at room temperature followed by overnight incubation at 4 °C. Cell pellets were washed with sorbitol/NP-40, incubated with CuCl_2_, washed with a sorbitol/NP-40-containing buffer, subjected to oxidative cleavage at room temperature for 20 min using 6 mM H_2_O_2_ and 6 mM 2-methylpropionic acid, and the reaction was quenched by addition of neocuproine to 0.28 mM. We varied the protocol in several ways, yet obtained comparable results (Figure 2A). In some experiments 15–30 min cleavage reactions were performed 3–5 times by resuspending the cell pellet in the original volume of mapping buffer, repeating addition of methylpropionic acid and hydrogen peroxide followed by re-centrifugation. To further reduce background, in some experiments we reduced the concentration of lyticase 1:10, the concentration of OP reagent 1:10, and/or increased the concentration of NP-40 twofold. In some experiments we also used a modified DNA extraction protocol (Zentner et al., 2013), repeating the RNAse A digestion, phenol-chloroform/chloroform extraction and ethanol precipitation to remove residual RNA before Illumina Tru-Seq paired-end library preparation as described (Zentner et al., 2013). In some experiments KAPA HiFi DNA polymerase (KAPABiosystems, Woburn, MA) was used in place of Phusion Polymerase.

AluI (New England Biolabs, Ipswitch, MA) cleavage reactions were performed according to the manufacturer’s instructions on wildtype DNA either subjected to mock hydroxy radical cleavage or directly purified from cells using the Epicentre (Madison, WI) MasterPure Yeast DNA Purification Kit.

### Modified MNase-seq and native ChIP

Wild-type and H4S47C cells were cultured, harvested, lyticased and washed twice in 1M sorbitol 0.1% NP-40 as described for cleavage mapping (Brogaard et al., 2012a). Samples derived from 500 ml of cells at 2 × 10^7^/ml were split in half, and one half of each was washed with 1M sorbitol 0.1% NP-40 for OP labeling, while the other other half was suspended in 4 ml fresh MNase buffer (1 M sorbitol; 10 mM Tris-HCl, pH 7.5; 50 mM NaCl; 5 mM MgCl_2_; 2 mM CaCl_2_; 1 mM β-mercaptoethanol, 1 mM phenylmethanesulfonyl fluoride, + 1 protease inhibitor tablet [Roche, Nutley, NJ #04693159001] per 10 ml). Lightly lyticase-treated cells were digested with MNase for 10 min at 37°C using 4U MNase (Sigma–Aldrich, St. Louis, MO). OP labeling (2 hr at room temperature and overnight incubation at 4°C) was followed by three 1M sorbitol 0.1% NP-40 washes, then a sample of OP-treated cells was suspended in fresh MNase buffer and digested with MNase. MNase reactions were stopped by addition of EDTA to 10 mM and for MNase-seq, DNA was extracted.

For soluble and insoluble chromatin isolation and ChIP, the remaining samples were snap-frozen for storage, thawed on ice, and soluble chromatin was extracted and ChIP was performed as described (Krassovsky et al., 2012). An anti-Cse4 rabbit antibody was obtained from Sue Biggins and used at 5 μl per sample. Glycogen was added to ChIP samples before ethanol precipitation and Solexa library preparation. MNase fully penetrates into zymolyase-generated spheroplasts used for MNase-seq and ChIP, but hardly at all into the mildly lyticased cells used to allow penetration by OP-reagent for chemical cleavage. This resulted in >80% excess full-length DNA in the chromatin samples used for MNase-seq, which was removed prior to Solexa library preparation using a PCR cleanup kit (Clontech, Mountain View, CA). Illumina Tru-Seq libraries were prepared as described (Zentner et al., 2013).

### Data processing and analysis

Paired-end sequencing data were processed and aligned with Novoalign (Novocraft; http://www.novocraft.com) as described (Henikoff et al., 2011; Krassovsky et al., 2012) to Version 64 of the genome build from the *Saccharomyces* Genomic Database (SGD, http://www.yeastgenome.org), which corresponds to UC Santa Cruz SacCer3. Centromere CDEI-II-III coordinates are from SGD. Midpoint V-plots were constructed as described (Krassovsky et al., 2012). Fragments with midpoints within ± 1 kb of mid-centromeres were randomly sampled and plotted to equalize coverage to the least populated sample. For analysis of cleavage positions, separate V-plots of each left and right fragment end rather than the fragment mid-point were used. For H4S47C-anchored cleavage experiments two biological replicates (using KAPA DNA polymerase for library amplification) and one technical replicate (using Phusion DNA polymerase) gave virtually identical results and so fragment counts were combined for data analysis and presentation.

A profile of 15 centromeres (length 117–120 bp) comprising 111 base-pair positions was constructed by aligning at the left-most peak, excluding Cen4 (length 111 bp). The mean, standard deviation and minimum and maximum values of the centromeres at each position were computed. Alignments of the profile along the chromosome were filtered as follows: (1) The absolute value of z-score at each position was allowed to be ≥3 at no more than 3/111 positions. (2) The alignment was required to contain at least one position ≥ the smallest maximum of the profile, which was 186 (for Cen8). The Pearson correlation coefficient was computed for alignments passing the two filters. The same two filters were used for the delete-one jackknife, which in at least some cases resulted in exclusion of the deleted centromere prior to alignment.

### Watson and Crick strand analysis of cleavage sequencing data

W-C distributions were generated by determining for the left end of each fragment the number of fragments whose right ends were at a given distance. This analysis was performed for a distance range of −40 to +40 and normalized by total number of left-right combinations within the same distance range. W–W’ distributions were generated by determining for the left end of each sequencing fragment the number of sequencing fragments whose left ends were at a distance in the range of 1–40 and normalized by the total number of left–left combinations within the same range. C–C’ distributions were generated similarly for right ends.

### Gel-shift and AFM analysis of reconstituted particles

We reconstituted H3/H4 and Cse4/H4S47C (Cse4) octasomes with 147-bp duplexes of either the 601 positioning sequence or Cen3 following a 1 min room temperature trypsinization to minimize aggregation, as previously described (Codomo et al., 2014). After dialysis from 2M NaCl to 0.25 mM HEPES pH7.5 and 6% native PAGE, we excised the gel-shifted bands and extracted the nucleosomes as described (Codomo et al., 2014), except that extraction was done in OP labeling buffer rather than in water. An aliquot of each sample was incubated at 4°C for 15 hr with ¼ volume of OP-reagent to mimic the in vivo labeling procedure, and samples with or without treatment were resolved by 6% native PAGE.

For AFM, reconstituted H3/Cen3 and Cse4/Cen3 octasomes and Cse4/CDEII (78-bp) hemisomes in 0.25 mM HEPES were dialyzed vs OP-labeling buffer in a 5-step gradient, and one-half was incubated at 4°C for ∼15 hr before gel purification. Bands were excised and particles were extracted into water and confirmed to be intact by native PAGE. Eluted samples were cross-linked in 0.6% glutaraldehyde for 25′ and imaged as described (Codomo et al., 2014).

### Data availability

Sequencing data generated in this publication have been deposited with GEO (GSE51949, Henikoff et al., 2013).

## Additional files

### Major dataset

The following dataset was generated:

HenikoffS, RamachandranS, KrassovskyK, BrysonTD, BrogaardK, WidomJ, WangJ, HenikoffJG, 2013, The budding yeast Centromere DNA Element II wraps a stable Cse4 hemisome in either orientation in vivo, ; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51949, Publicly available at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/).

**Reporting standards:** Standard used to collect data NCBI SRA and GEO protocols

## References

[bib1] AravamudhanPFelzer-KimIJoglekarAP 2013 The budding yeast point centromere associates with two Cse4 molecules during mitosis. Current Biology23:770–774. doi: 10.1016/j.cub.2013.03.04223623551PMC3893307

[bib2] BakerRERogersK 2005 Genetic and genomic analysis of the AT-rich centromere DNA element II of *Saccharomyces cerevisiae*. Genetics171:1463–1475. doi: 10.1534/genetics.105.04645816079225PMC1350974

[bib3] BartfaiRHoeijmakersWASalcedo-AmayaAMSmitsAHJanssen-MegensEKaanATreeckMGilbergerTWFrancoijsKJStunnenbergHG 2010 H2A.Z demarcates intergenic regions of the *plasmodium falciparum* epigenome that are dynamically marked by H3K9ac and H3K4me3. PLOS Pathogens6:e10012232118789210.1371/journal.ppat.1001223PMC3002978

[bib4] BlackBEClevelandDW 2011 Epigenetic centromere propagation and the nature of CENP-a nucleosomes. Cell144:471–479. doi: 10.1016/j.cell.2011.02.00221335232PMC3061232

[bib5] BrogaardKXiLWangJPWidomJ 2012a A chemical approach to mapping nucleosomes at base pair resolution in yeast. Methods in Enzymology513:315–334. doi: 10.1016/B978-0-12-391938-0.00014-822929776PMC5101424

[bib6] BrogaardKXiLWangJPWidomJ 2012b A map of nucleosome positions in yeast at base-pair resolution. Nature486:496–501. doi: 10.1038/nature1114222722846PMC3786739

[bib7] BuiMDimitriadisEKHoischenCAnEQuenetDGiebeSNita-LazarADiekmannSDalalY 2012 Cell-cycle-dependent structural transitions in the human CENP-A nucleosome in vivo. Cell150:317–326. doi: 10.1016/j.cell.2012.05.03522817894PMC3592566

[bib8] CamahortRShivarajuMMattinglyMLiBNakanishiSZhuDShilatifardAWorkmanJLGertonJL 2009 Cse4 is part of an octameric nucleosome in budding yeast. Molecular Cell35:794–805. doi: 10.1016/j.molcel.2009.07.02219782029PMC2757638

[bib9] CartwrightILElginSC 1982 Analysis of chromatin structure and DNA sequence organization: use of the 1,10-phenanthroline-cuprous complex. Nucleic Acids Research10:5835–5852. doi: 10.1093/nar/10.19.58356292854PMC320934

[bib10] ChoUSHarrisonSC 2011 Recognition of the centromere-specific histone Cse4 by the chaperone Scm3. Proceedings of the National Academy of Sciences of the United States of America108:9367–9371. doi: 10.1073/pnas.110638910821606327PMC3111289

[bib11] CodomoCAFuruyamaTHenikoffS 2014 CENP-A octamers do not confer a reduction in nucleosome height by AFM. Nature Structural & Molecular Biology21:4–5. doi: 10.1038/nsmb.274324389542

[bib13] CoffmanVCWuPParthunMRWuJQ 2011 CENP-A exceeds microtubule attachment sites in centromere clusters of both budding and fission yeast. The Journal of Cell Biology195:563–572. doi: 10.1083/jcb.20110607822084306PMC3257534

[bib14] ColeHAHowardBHClarkDJ 2011 The centromeric nucleosome of budding yeast is perfectly positioned and covers the entire centromere. Proceedings of the National Academy of Sciences of the United States of America108:12687–12692. doi: 10.1073/pnas.110497810821768332PMC3150906

[bib56] ChungHRDunkelIHeiseFLinkeCKrobitschSEhrenhofer-MurrayAESperlingSRVingronM 2010 The effect of micrococcal nuclease digestion on nucleosome positioning data. PLOS One5:e15754. doi: 10.1371/journal.pone.001575421206756PMC3012088

[bib15] DalalYWangHLindsaySHenikoffS 2007 Tetrameric structure of centromeric nucleosomes in interphase Drosophila cells. PLOS Biology5:e218. doi: 10.1371/journal.pbio.005021817676993PMC1933458

[bib16] DaveyCASargentDFLugerKMaederAWRichmondTJ 2002 Solvent mediated interactions in the structure of the nucleosome core particle at 1.9 a resolution. Journal of Molecular Biology319:1097–1113. doi: 10.1016/S0022-2836(02)00386-812079350

[bib17] DaveyHMCrossEJDaveyCLGkargkasKDelneriDHoyleDCOliverSGKellDBGriffithGW 2012 Genome-wide analysis of longevity in nutrient-deprived *Saccharomyces cerevisiae* reveals importance of recycling in maintaining cell viability. Environmental Microbiology14:1249–1260. doi: 10.1111/j.1462-2920.2012.02705.x22356628

[bib18] DechassaMLWynsKLiMHallMAWangMDLugerK 2011 Structure and Scm3-mediated assembly of budding yeast centromeric nucleosomes. Nature Communications2:313. doi: 10.1038/ncomms1320PMC311253521587230

[bib19] DunleavyEMZhangWKarpenGH 2013 Solo or doppio: how many CENP-As make a centromeric nucleosome?Nature Structural & Molecular Biology20:648–650. doi: 10.1038/nsmb.260223739165

[bib20] FeserJTruongDDasCCarsonJJKieftJHarknessTTylerJK 2010 Elevated histone expression promotes life span extension. Molecular Cell39:724–735. doi: 10.1016/j.molcel.2010.08.01520832724PMC3966075

[bib21] FloerMWangXPrabhuVBerrozpeGNarayanSSpagnaDAlvarezDKendallJKrasnitzAStepanskyAHicksJBryantGOPtashneM 2010 A RSC/nucleosome complex determines chromatin architecture and facilitates activator binding. Cell141:407–418. doi: 10.1016/j.cell.2010.03.04820434983PMC3032599

[bib22] FuruyamaSBigginsS 2007 Centromere identity is specified by a single centromeric nucleosome in budding yeast. Proceedings of the National Academy of Sciences of the United States of America104:14706–14711. doi: 10.1073/pnas.070698510417804787PMC1976213

[bib24] FuruyamaTCodomoCAHenikoffS 2013 Reconstitution of hemisomes on budding yeast centromeric DNA. Nucleic Acids Research41:5769–5783. doi: 10.1093/nar/gkt31423620291PMC3675498

[bib23] FuruyamaTHenikoffS 2009 Centromeric nucleosomes induce positive DNA supercoils. Cell138:104–113. doi: 10.1016/j.cell.2009.04.04919596238PMC2725230

[bib25] GunesdoganUJackleHHerzigA 2010 A genetic system to assess in vivo the functions of histones and histone modifications in higher eukaryotes. EMBO Reports11:772–7762081442210.1038/embor.2010.124PMC2948182

[bib26] HaaseJMishraPKStephensAHaggertyRQuammenCTaylorRMIIYehEBasraiMABloomK 2013 A 3D map of the yeast kinetochore reveals the presence of core and accessory centromere-specific histone. Current Biology23:1939–1944. doi: 10.1016/j.cub.2013.07.08324076245PMC3796065

[bib27] HanwellMDCurtisDELonieDCVandermeerschTZurekEHutchisonGR 2012 Avogadro: an advanced semantic chemical editor, visualization, and analysis platform. Journal of Cheminformatics4:17. doi: 10.1186/1758-2946-4-1722889332PMC3542060

[bib28] HassonDPanchenkoTSalimianKJSalmanMUSekulicNAlonsoAWarburtonPEBlackBE 2013 The octamer is the major form of CENP-A nucleosomes at human centromeres. Nature Structural & Molecular Biology20:687–695. doi: 10.1038/nsmb.2562PMC376041723644596

[bib31] HenikoffJGBelskyJAKrassovskyKMacalpineDMHenikoffS 2011 Epigenome characterization at single base-pair resolution. Proceedings of the National Academy of Sciences of the United States of America108:18318–18323. doi: 10.1073/pnas.111073110822025700PMC3215028

[bib29] HenikoffSFuruyamaT 2012 The unconventional structure of centromeric nucleosomes. Chromosoma121:341–352. doi: 10.1007/s00412-012-0372-y22552438PMC3401303

[bib30] HenikoffSHenikoffJG 2012 ‘Point’ centromeres of Saccharomyces harbor single CenH3 nucleosomes. Genetics190:1575–1577. doi: 10.1534/genetics.111.13771122234856PMC3316665

[bib57] HenikoffSRamachandranSKrassovskyKBrysonTDBrogaardKWidomJWangJHenikoffJG 2013 The budding yeast Centromere DNA Element II wraps a stable Cse4 hemisome in either orientation in vivo. Gene Expression OmnibusGSE51949. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE5194910.7554/eLife.01861PMC398390724737863

[bib32] HuangCCChangKMCuiHJayaramM 2011 Histone H3-variant Cse4-induced positive DNA supercoiling in the yeast plasmid has implications for a plasmid origin of a chromosome centromere. Proceedings of the National Academy of Sciences of the United States of America108:13671–13676. doi: 10.1073/pnas.110194410821807992PMC3158187

[bib33] KoshlandDRutledgeLFitzgerald-HayesMHartwellLH 1987 A genetic analysis of dicentric minichromosomes in *Saccharomyces cerevisiae*. Cell48:801–812. doi: 10.1016/0092-8674(87)90077-83545498

[bib34] KrassovskyKHenikoffJGHenikoffS 2012 Tripartite organization of centromeric chromatin in budding yeast. Proceedings of the National Academy of Sciences of the United States of America109:243–248. doi: 10.1073/pnas.111889810922184235PMC3252899

[bib35] LawrimoreJBloomKSSalmonED 2011 Point centromeres contain more than a single centromere-specific Cse4 (CENP-A) nucleosome. Journal of Cellular Biology195:573–582. doi: 10.1083/jcb.201106036PMC325752522084307

[bib36] LochmannBIvanovD 2012 Histone h3 localizes to the centromeric DNA in budding yeast. PLOS Genetics8:e1002739. doi: 10.1371/journal.pgen.100273922693454PMC3364953

[bib37] Lopez-BarraganMJQuinonesMCuiKLemieuxJZhaoKSuXZ 2010 Effect of PCR extension temperature on high-throughput sequencing. Molecular and Biochemical Parasitology176:64–672111235510.1016/j.molbiopara.2010.11.013PMC3026866

[bib38] LugerKRechsteinerTJRichmondTJ 1999 Preparation of nucleosome core particle from recombinant histones. Methods in Enzymology304:3–191037235210.1016/s0076-6879(99)04003-3

[bib39] MaxamAMGilbertW 1977 A new method for sequencing DNA. Proceedings of the National Academy of Sciences of the United States of America74:560–564. doi: 10.1073/pnas.74.2.560265521PMC392330

[bib40] MiellMDFullerCJGuseABaryszHMDownesAOwen-HughesTRappsilberJStraightAFAllshireRC 2013 CENP-A confers a reduction in height on octameric nucleosomes. Nature Structural & Molecular Biology20:763–765. doi: 10.1038/nsmb.2574PMC367645123644598

[bib41] MizuguchiGXiaoHWisniewskiJSmithMMWuC 2007 Nonhistone Scm3 and histones CenH3-H4 assemble the core of centromere-specific nucleosomes. Cell129:1153–1164. doi: 10.1016/j.cell.2007.04.02617574026

[bib42] PadeganehARyanJBoisvertJLadouceurAMDornJFMaddoxPS 2013 Octameric CENP-A nucleosomes are present at human centromeres throughout the cell cycle. Current Biology23:764–769. doi: 10.1016/j.cub.2013.03.03723623556

[bib43] QuailMAOttoTDGuYHarrisSRSkellyTFMcQuillanJASwerdlowHPOyolaSO 2012 Optimal enzymes for amplifying sequencing libraries. Nature Methods9:10–11. doi: 10.1038/nmeth.181422205512

[bib44] QuenetDDalalY 2012 The CENP-A nucleosome: a dynamic structure and role at the centromere. Chromosome Research20:465–479. doi: 10.1007/s10577-012-9301-422825424PMC6309197

[bib45] RamachandranSKotaPDingFDokholyanNV 2011 Automated minimization of steric clashes in protein structures. Proteins79:261–270. doi: 10.1002/prot.2287921058396PMC3058769

[bib46] SambrookJFritschEFManiatisT 1989 Molecular Cloning, A Laboratory Manual. Cold Spring Harbor, New York: Cold Spring Harbor Laboratory Press 2nd edition

[bib47] ShivarajuMCamahortRMattinglyMGertonJL 2011 Scm3 is a centromeric nucleosome assembly factor. The Journal of Biological Chemistry286:12016–12023. doi: 10.1074/jbc.M110.18364021317428PMC3069404

[bib48] ShivarajuMUnruhJRSlaughterBDMattinglyMBermanJGertonJL 2012 Cell-cycle-coupled structural oscillation of centromeric nucleosomes in yeast. Cell150:304–316. doi: 10.1016/j.cell.2012.05.03422817893PMC3404468

[bib49] SuttonCLMazumderAChenCHSigmanDS 1993 Transforming the Escherichia coli Trp repressor into a site-specific nuclease. Biochemistry (Moscow)32:4225–4230. doi: 10.1021/bi00067a0098476849

[bib50] TachiwanaHKagawaWShigaTOsakabeAMiyaYSaitoKHayashi-TakanakaYOdaTSatoMParkSYKimuraHKurumizakaH 2011 Crystal structure of the human centromeric nucleosome containing CENP-A. Nature476:232–235. doi: 10.1038/nature1025821743476

[bib51] TakahashiKMurakamiSChikashigeYFunabikiHNiwaOYanagidaM 1992 A low copy number central sequence with strict symmetry and unusual chromatin structure in fission yeast centromere. Molecular Biology of the Cell3:819–835. doi: 10.1091/mbc.3.7.8191515677PMC275637

[bib52] WalkiewiczMPDimitriadisEKDalalY 2014 CENP-A octamers do not confer a reduction in nucleosome height by AFM. Nature Structural & Molecular Biology21:2–3. doi: 10.1038/nsmb.2742PMC675684924389541

[bib53] XiYYaoJChenRLiWHeX 2011 Nucleosome fragility reveals novel functional states of chromatin and poises genes for activation. Genome Research21:718–724. doi: 10.1101/gr.117101.11021363969PMC3083088

[bib54] XiaoHMizuguchiGWisniewskiJHuangYWeiDWuC 2011 Nonhistone Scm3 binds to at-rich DNA to organize Atypical centromeric nucleosome of budding yeast. Molecular Cell43:369–380. doi: 10.1016/j.molcel.2011.07.00921816344PMC6993184

[bib55] ZentnerGETsukiyamaTHenikoffS 2013 ISWI and CHD chromatin remodelers bind promoters but act in gene bodies. PLOS Genetics9:e1003317. doi: 10.1371/journal.pgen.100331723468649PMC3585014

How the deposited data were processed for this re-analysis (not part of the article)

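Budding yeast DNA was sequenced as paired ends in 17 libraries, and the values were computed from the deposited lists of mapped fragments. H4S47C cells, made from BY4741, gave 3 libraries of H4S47C-anchored cleavage, of which replicate 1 was a technical replicate amplified with Phusion polymerase and replicates 2 and 3 were biological replicates amplified with KAPA polymerase. Wild-type cells of strain Sby3 gave 2 libraries of DNA digested with AluI, 1 from cells subjected to the OP-labeling and cleavage reactions (mock hydroxy radical cleavage in the paper's methods) and 1 from untreated cells. The other 12 libraries came from wild-type and H4S47C cells with and without OP labeling, each as MNase-seq, insoluble chromatin and Cse4 ChIP, after 10 min of digestion with 4 units of MNase. The labels of the wild-type MNase libraries name another genotype than the paper's methods, and the strain is given as in the paper. The label description of the OP-labeled wild-type insoluble chromatin library also names H4S47C. This goes against its title and the paper, and the library was taken as wild type.

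The authors aligned the reads to the sacCer3 genome with Novoalign (2.08.01 in the submitters' processing notes). The deposited unit is the left and right end position of each mapped fragment, 1 line per fragment, counted from 1 with both end positions included, with no scaling and with identical fragments kept. The authors also deposited a list of the positions of AGCT, the AluI site, and the sites used here were found again in the reference sequence. Reads were not realigned. The depth is that of the lists: 27871805 to 81473601 fragments in the cleavage libraries, 60468426 and 62911692 in the AluI libraries and 722982 to 12630023 in the MNase libraries. Identical copies limit the precision of replicate 3 and of the Cse4 ChIP, where their share is high. It is high in the AluI libraries too, but cuts at fixed sites give identical fragments without PCR.

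Calculations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. The cleavage libraries were pooled as in the paper, and each was taken alone for a mean and SD over 3 libraries. Centromeres, genes, CDEI, CDEII and CDEIII were taken from the annotation of the reference genome. The most cleaved base pair of a chromosome has the largest number of left plus right ends. Clusters, the profile scan and the cleavage maxima of the flanking nucleosomes used fragments of at least 147 bp, and all other cleavage results used all fragments. Clusters were measured within 45 bp of mid-Cen. The profile scan used the profile length and filters of the paper's methods along the reference strand, as these methods name no orientation, and a hit within 55 bp of the centromere's own position counted as the centromere. Peaks were pairs 6 to 14 bp apart with the largest 3-bp running totals, and spacing was read from autocorrelation at 4 to 15 bp. Distances between ends were given as a share of all pairs and as a ratio to the shares 3 bp to either side. The ratios at centromeres were compared with 1000 sets of control windows drawn from up to 500 candidates per chromosome. AT-rich segments were windows of 83 bp. Neighboring peaks of the UASg, the fragile nucleosomes and the centromeres were the largest running means over 21 bp from 75 to 300 bp from the middle of each. The mean of a region was set against these maxima, which lowers the ratio by construction. Reb1 and Abf1 sites were exact motif matches with a reach of 20 bp.

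Paired differences across chromosomes were tested with a two-sided sign-flip permutation test, and correlations and residuals with two-sided permutation tests, with 100000 resamples and a threshold of 0.05. The 7 distances form a family with Benjamini-Hochberg correction. For the AluI libraries exact Poisson intervals, and for the MNase libraries exact binomial and Poisson intervals, at a confidence level of 95% are given in place of tests. MNase length classes were 5 bp wide, and a class counted when it held at least 1% of the fragments with a midpoint within 10 bp of mid-Cen.

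For genes and features, fragment midpoints were counted and scaled to the nuclear fragments of each library, with a pseudocount of 1 per 1e6 fragments. The median log2 ratio of Cse4 ChIP or insoluble chromatin over MNase-seq in each list was compared with 10000 random lists of the same size, drawn from 7029 features and matched on 10 classes of MNase-seq signal. The 10 gene lists were ribosomal proteins, glycolysis and fermentation, translation elongation, histones, galactose use, heat shock, cell wall and plasma membrane, kinetochore, mating and pheromone, and sporulation and meiosis, and annotated tRNA genes, replication origins, LTR elements and centromeres made 4 more. A list was called above or below where its median lay outside the central 95% of random lists. Genes are named by a rule set before the values were seen: the 10 protein-coding genes over 10 kb from a centromere with the highest mean log2 ratio among those with at least 20 fragments in every MNase-seq library and the same sign in all 4 strains and treatments, and up to 4 members of each list. All centromeres, the most cleaved base pairs, the UASg, the 6 intervals of chromosome 2 and the AT-rich segments with the highest and lowest recovery are named too.

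Choices made after the design was set were the scaling to nuclear fragments, the drawing of random lists from all features, the definition of neighboring peaks, the reach of a hit in the profile scan and the comparison of flanking nucleosomes. Alternatives changed the fragment lengths, the pooled libraries, their weights, windows, control sites, filters, orientation, pseudocount, identical fragments and depth, and the closing section gives their effect. The steps were tested on simulated data. With no effect planted, the sign-flip test passed its threshold in 4% of 400 sets, the correlation test in 5% and the test of residuals in 5.75%. Planted peaks, clusters and spacings were found in 99% to 100% of 200 sets, and lists without a planted effect were called in 5.5%. The planted peaks were of equal height, and the planted spacing was an even wave across the whole window. Clusters with unequal peaks, as at the centromeres, were not simulated, so the autocorrelation was not tested for them. No data of other studies were used.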

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

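Of the tests in this part, the one with fragments of at most 200 bp, the settings that count identical fragments once, the mean without 1 strain and treatment and the share of LTR elements with a fragment were chosen after the result was seen.

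The change in centromere fragments with OP labeling went opposite ways in the 2 strains. In MNase-seq, the log2 ratio of OP-labeled over unlabeled cells was 1.00 in H4S47C cells and −0.48 in wild-type cells. Each value compares 1 library with 1 library, so the difference between the strains was not tested. In insoluble chromatin the ratio was −1.59 and −2.21, and in the Cse4 ChIP −0.74 and −1.70, lower with OP labeling in both strains.

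LTR elements, which the paper does not discuss, lay above random lists in the Cse4 ChIP of all 4 strains and treatments, by 0.79 in log2 on average. The value was 1.76 in unlabeled H4S47C cells and from 0.16 to 0.77 in the others, and the mean without unlabeled H4S47C cells was 0.46. The mean of 4 was 1.84 with a pseudocount of 0.1 and 1.59 with identical fragments counted once. These medians rest on few fragments. In OP-labeled H4S47C cells 114 of 384 LTR elements held any ChIP fragment, so the median there is that of elements without signal. The share with a fragment was 56.0% against 38.3% in random lists in H4S47C, 73.2% against 65.1% in wild-type and 66.1% against 58.9% in OP-labeled wild-type cells, above random lists. In OP-labeled H4S47C cells it was 29.7% against 26.0%, within their central 95%.

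The paper does not report on genes in insoluble chromatin, and apart from centromeres 5 lists lay above random lists there in all 4 strains and treatments. The 275 tRNA genes lay 0.85 above in log2, on average over the 4.

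Genes of cell wall and plasma membrane lay 0.73 above random lists in insoluble chromatin, those of glycolysis and fermentation 0.72, of translation elongation 0.54 and of heat shock 0.49. These 4 lists were taken together because each was above in all 4 strains and treatments, and their genes lay 0.62 above random lists on average. Unlabeled H4S47C cells stood apart with 0.97, against 0.41 to 0.55 in the others. With fragments of at most 200 bp the average was 0.47, which argues against the longer fragments of insoluble chromatin as the whole cause. After GC content and gene length were regressed out it was 0.53, which argues against these as the whole cause. With identical fragments counted once it was 0.61. Many of these genes are highly expressed in growing cells. A link of their transcription with insoluble chromatin may be a candidate explanation that stays open, as the design has no condition that changes it. Ribosomal protein genes, also highly expressed in growing cells, lay only 0.08 above random lists on average and within them in OP-labeled wild-type cells. High expression alone thus does not predict the excess, and expression was not measured here.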

How the results depend on the processing

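Chosen after seeing the data were the settings that count identical fragments once for the cleavage libraries and the gene lists, neighbors 2 bp away, lags of 6 to 15 bp, control sites centered on the median of their ends, and the most cleaved base pairs outside the rDNA and chromosome ends as controls for the distances. All others named here were set before the data were examined. Of 524 alternative values of the main results, 403 stayed within the spread of the reported value or on its side of the threshold, 107 moved, 1 passed a threshold that the reported value did not, and 13 reversed. Of 138 alternative values of single lists, 123 stayed and 15 moved. Lists without 1 strain and treatment are not in these counts. For the clusters and the spacing within a cluster no test changed its side of the threshold, but single measures shifted. Around the center of CDEII in place of mid-Cen the valley between clusters lay below 1 at 15 of 16 centromeres, with a mean log2 ratio of −1.17 in place of −2.02. Clusters with a spacing of 9 to 11 bp numbered from 9 with identical fragments counted once to 16 with lags of 6 to 15 bp, which also raised the centromeres with this spacing on both sides from 3 to 5. Where a value moved, the cause was not tested. The methods say that OP-labeled and unlabeled samples were split from the same culture, which gives 2 pairs per fraction, 1 per strain. Paired in this way, a comparison added after seeing the data, the mean log2 change of centromere fragments with labeling was −1.90 in insoluble chromatin, −1.22 in the Cse4 ChIP and 0.26 in MNase-seq (exact sign-flip test over 2 pairs, p = 0.50, 0.50 and 1.00). With 2 pairs this test cannot pass a threshold of 0.05. The centromere list has no value when features within 20 kb of a centromere are left out.

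Fragment lengths. In the profile scan, all fragments in place of those of at least 147 bp gave a median r of 0.788 at centromeres and 0.525 in the jackknife. With fragments of at least 147 bp, outward ends at centromeres were 85.3%, the genome-wide ratio of right ends at +1 was 1.54, the UASg had 0.0835 of the ends of its neighboring peaks, and the ratio of right ends at +7 was 1.22 at Reb1 and 1.15 at Abf1 matches.

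Libraries. Without 1 replicate in turn, the median r elsewhere ran from 0.350 to 0.646, that at centromeres in the jackknife from 0.569 to 0.698, below the 0.614 elsewhere without replicate 2, and the ratio of right ends at +7 at Abf1 matches from 1.09 to 1.11. Coverage at mid-Cen was 0.243 in the Phusion library.

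Scan, peaks and recovery. The scan gave 0.762 at centromeres in CDEI to CDEIII orientation, and without filters 0.702 elsewhere and 0.678 in the jackknife. The inner peaks were 34 bp apart without the running total, and the outer peaks 54 bp apart with the edge of CDEI as anchor. With fragment coverage in place of ends, r of recovery with A+T was −0.512, past its threshold, and the residual of CDEII reversed to −2.97 percentage points. Fragments ending within 2 bp of a peak were outward in 95.3%, and the Cse4 maximum of OP-labeled H4S47C cells lay at 15 bp with a running mean over 21 bp.

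Distances between ends. Genome-wide, in the order right to left ends at −2, +5 and +12, left ends at +1 and +7 and right ends at +1 and +7, the ratios were 1.02, 1.13, 1.03, 1.11, 1.03, 1.11 and 1.03 with end counts capped at 20. With each position counted once they were 0.999, 1.00, 1.00, 1.00, 1.00, 1.00 and 1.00, near 1 at all distances, so this setting left no peak to compare. They were with identical fragments counted once 1.04, 1.23, 1.04, 1.17, 1.06, 1.17 and 1.06. Without the rDNA and chromosome ends they were 1.502 at +5 and 1.08 at +12 for right to left ends, and 1.37 at +1 and 1.12 at +7 for left and for right ends. Counting identical fragments once as well gave 1.45, 1.07, 1.32 and 1.12 for these, with 1.32 and 1.11 for right ends. Neighbors 4 bp away gave 1.65 and 1.40 at +1 of left and right ends, and neighbors 2 bp away gave 1.66 at +5, 1.27 at +12, 1.38 at +1 and 1.12 at +7 of right ends. The log2 difference of centromeres from controls reversed with counts capped at 20 to −0.080 at −2, −0.041 at +5 and −0.019 at +1 of left ends, and the first 2 lay below the controls after correction, with shares of 0.00233 and 0.0154. At +12 and at +7 of left and right ends the differences kept their direction and call and shrank to −0.072, −0.059 and −0.042, from −0.84, −0.27 and −0.75. With each position counted once it reversed to −0.00125 at −2, 0.0082 at +12, and 0.000518 and 0.0017 at +7 of left and right ends, values that carry no weight for the reason given. With neighbors 2 bp away it reversed to −0.095 at −2, with a share of 0.0227 after correction. With the 16 most cleaved base pairs as controls it reversed to −1.12 at +5 and −0.39 at +1 of left ends, and was 0.27 at −2, −2.02 at +12, −1.23 at +7 of left ends, 0.48 at +1 and −1.02 at +7 of right ends. One of these base pairs lies in the rDNA and has 66121 ends. With the most cleaved base pairs outside the rDNA and chromosome ends it reversed to −0.024 at −2 and −0.30 at +5, and was −0.90 at +12, 0.28 at +1 and −0.47 at +7 of left ends, and 0.90 at +1 and −0.75 at +7 of right ends.

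Sites and background. H4S47C ends in centromeres over flanks were 1.35 with 10 bp around AluI sites left out and 1.46 with flanks of 100 to 300 bp. Matches between genes had 0.575 of the genome mean of ends at Reb1 and 0.532 at Abf1, with ratios at +7 of 1.04 for left and 0.898 for right ends at Reb1 and 1.05 and 1.07 at Abf1. Lists below random lists in the Cse4 ChIP numbered 2 with at least 20 fragments per feature.

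Identical fragments counted once. The scan gave 0.766 and 0.704 in the jackknife, outward ends 84.9%, outward fragments at the peaks 94.8% with 11.5% longer than 300 bp and up to 400 bp, and H4S47C ends in centromeres over flanks 1.16. The UASg had 0.148 of the neighboring peaks, 0.518 of the genome mean and 0.465 of the centromeres. Ratios at +7 were 1.01 and 1.05 at Reb1 matches and 1.08 for right ends at Abf1 matches. In the Cse4 ChIP of H4S47C, OP-labeled H4S47C, wild-type and OP-labeled wild-type cells, centromere fragments were 473, 189, 584 and 265 times the expectation and the shares cut in CDEII 25.0%, 23.5%, 13.1% and 15.4%. The shares cut in insoluble chromatin were 3.72% in H4S47C and 4.65% in wild-type cells. The shortest class was 20 bp in the ChIP of both H4S47C samples and 110 bp in MNase-seq of H4S47C cells.

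MNase windows and depth. With midpoints within 5 bp the shortest class was 120 bp in MNase-seq and 125 bp in insoluble chromatin of OP-labeled H4S47C cells, and 110 bp in MNase-seq of H4S47C cells. Thinned to the smallest library, the share cut in CDEII was 4.91%, 8.22% and 8.24% in the ChIP of OP-labeled H4S47C, wild-type and OP-labeled wild-type cells, 23.0% and 15.1% in MNase-seq of H4S47C and wild-type cells, and 5.33% in wild-type insoluble chromatin. Depth limits the ChIP most, with 11717 to 62703 distinct nuclear fragments.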

Differences from the paper's values

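The settings with neighbors 2 bp away and with lags of 6 to 15 bp were chosen after seeing the values. All other alternatives named in this part were set before the data were examined. A correlation is said to differ where it lies farther from the paper's than 1 SD of the same measure over the 3 libraries taken alone, which is larger for the jackknife than for the full profile, and an enrichment where it differs by over 1.5 times.

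The paper's median r at centromeres in the profile scan is 0.760, and the value here was 0.710. It does not differ with the profile in CDEI to CDEIII orientation, with 0.762, or aligned at mid-Cen, with 0.734. It differs with all fragments, without each replicate in turn and without filters. The paper's jackknife median is 0.518, and the value here was 0.579. It does not differ with all fragments or without replicate 1, and differs without replicate 2 or 3, in CDEI to CDEIII orientation, aligned at mid-Cen and without filters. The notes of the paper's table say that its medians cover all alignments of the 16 chromosomes whether or not they passed the filters, while those here cover alignments that passed.

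The size of the paper's correlation of recovery with A+T content is 0.52, and the size here was 0.217, as recovery fell with A+T content. It does not differ with fragment coverage in place of ends, which gave r of −0.512. It differs with fragments of at least 147 bp, without each replicate in turn, with segments at least 1 kb from chromosome ends and with at least 92% A+T.

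The paper gives 100-fold as the enrichment of insoluble chromatin for centromeres and cites earlier work for it. Here, relative to MNase-seq, it was 17.5-fold in H4S47C cells, 2.89-fold in OP-labeled H4S47C cells, 21.2-fold in wild-type cells and 6.40-fold in OP-labeled wild-type cells. With identical fragments counted once it was 16.1-fold, 3.00-fold, 15.6-fold and 5.85-fold, and all of the alternatives differ.

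The paper states that the centromere scores first on each chromosome. Its table gives no centromere score for chromosome 4, as Cen4 was not in the profile. Of the other 15 centromeres, 13 came first here, all but Cen5 and Cen8, and all 15 did in CDEI to CDEIII orientation. Aligned at mid-Cen, the centromere came first on 15 chromosomes. The paper's methods do not name an orientation. In CDEI to CDEIII orientation the scores differed from the paper's table by 0.00381 on average and by at most 0.0367, as at Cen5 with 0.804, Cen3 with 0.822 and Cen12 with 0.743. Along the reference strand the 14 that passed differed by 0.104 on average, with 0.350, 0.872 and 0.476 at these centromeres.

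The paper states that each AT-rich segment is under-represented. By ends 51 of 54 were, the others being those near PRP39, near YLL053C and in YBL029W, and by fragment coverage 54 of 54 were. The paper states that the depletion of CDEII resembles that of the segments. By ends CDEII had a median of 183% and the segments 51.7%, and by fragment coverage 49.0% and 55.1%. The ends in CDEII include the cleavage clusters of the centromeres, so the values by ends do not isolate recovery.

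The paper states that clusters of all centromeres on both sides share a spacing close to that of a helical turn. By autocorrelation 12 of 32 clusters did, on both sides at 3 centromeres. The largest value lay at the shortest lag tried in 9 clusters, and with lags of 6 to 15 bp 16 of 32 clusters did. Measured between peaks, in a search limited to 6 to 14 bp, the distance within a cluster was 9.40 ± 1.84 bp on the left and 9.00 ± 2.65 bp on the right (SD, n = 15 centromeres, without Cen4).

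The paper states that the peak at −2 is missing at centromeres. The ratio here was 1.21 at centromeres and 1.12 at control windows, and centromeres were not below the controls (share 0.951). With end counts capped at 20 the ratio was 0.970 at centromeres, below every control set (share 0.001, 0.00233 after correction). At this setting no peak was left at centromeres, but the cap flattens the peaks of control windows too. With neighbors 2 bp away the ratio was 1.04, below most control sets (share 0.013, 0.0227 after correction).

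The paper describes the diagonals as fairly uniform. The bins of 10 bp held from 8 to 2096 ends here, and no bin was empty. Short fragments are rare in the whole genome, with 5.46% of nuclear fragments up to 550 bp at 51 to 100 bp, which lowers the counts at short distances.

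The paper states that the Cse4 maximum is centered between the cleavage peaks. It lay at 0, −7 and −9 bp in 3 of 4 strains and treatments and at −62 bp in OP-labeled H4S47C cells, where a running mean over 21 bp gave 15 bp. At single centromeres it lay within 10 bp of the midpoint of the cleavage peaks at 3 of 16 in wild-type, 6 in H4S47C, 1 in OP-labeled wild-type and 0 in OP-labeled H4S47C cells. All 4 maxima were broad, and at mid-height each spanned the midpoint of the cleavage peaks. The span was −86 to 108 bp in unlabeled and −135 to 158 bp in OP-labeled H4S47C cells. The latter library held 713 distinct ChIP fragments within 1 kb of the 16 centromeres. The positions of the maxima therefore cannot decide how precisely Cse4 is centered.

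A legend of the paper states that the diagonals over the UASg are not seen in DNA of untreated cells. The untreated AluI library had 28 ends there, of which 27 were left ends.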

Other observations

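The test that counts identical fragments once for the distances between ends was chosen after the result was seen, as were all values with identical fragments counted once, those with neighbors 2 bp away, those without 1 strain and treatment and the counts of features with a ChIP fragment in this part.

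Beyond centromeres, which lay 2.45 above random lists in log2 on average, several gene groups lay above random lists in insoluble chromatin of all 4 strains and treatments. Their medians were not all higher than in MNase-seq, with −0.16 and −0.15 for heat shock genes in unlabeled H4S47C and wild-type cells and −0.26 for translation elongation in unlabeled wild-type cells. Of 10 genes of cell wall and plasma membrane, CCW12 had a mean log2 ratio over MNase-seq of 1.33 and SED1 of 0.75, and PIR1 had −0.19. Of 19 genes of glycolysis and fermentation, ADH1 had 0.67 and GLK1 0.66, and PDC5 had −0.46. Of 7 genes of translation elongation, TEF1 had 0.34, TEF2 0.33 and EFT1 −0.26. Of 12 heat shock genes, HSP12 had 0.74, SSA1 0.57 and SSA3 −0.73. The genes with the highest ratios were YDR010C with 1.81, SPO24 with 1.64, YPR159C-A with 1.57, YOR072W-B with 1.43 and UTR5 with 1.37, followed by CCW12, by YNL042W-B with 1.33, ALD6 with 1.31, BRP1 with 1.29 and YGR035W-A with 1.26. Ribosomal protein genes lay above random lists in 3 of 4 strains and treatments, with a mean of 0.08, and replication origins in 2 with 0.07. LTR elements lay above in 2 and below in 1, with 0.06. Genes of galactose use lay below in 2 with −0.12 and those of sporulation and meiosis in 1 with −0.04. Histone genes with 0.09, kinetochore genes with −0.01 and mating and pheromone genes with 0.11 lay within the central 95% of random lists in all 4. Single libraries decided some of the smaller means. Without unlabeled H4S47C cells that of mating and pheromone genes was −0.049, of ribosomal protein genes 0.030, of histone genes 0.056, of kinetochore genes 0.022 and of LTR elements 0.010, and without OP-labeled wild-type cells that of sporulation and meiosis was −0.0028. Over 14 lists and 4 strains and treatments, 31 of 56 medians lay above random lists in insoluble chromatin and 4 below.

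In the Cse4 ChIP the 16 centromeres lay 12.38 above random lists in log2. Over all lists 12 of 56 medians lay above random lists and 4 below. Replication origins lay above in 2 strains and treatments and below in 1, with a mean of 0.67, and tRNA genes likewise with 0.06. Ribosomal protein genes lay below in 2 with −0.01. The other lists lay within the central 95% of random lists, with means of 0.71 for cell wall and plasma membrane, 0.37 for mating and pheromone, 0.27 for sporulation and meiosis, 0.23 for glycolysis and fermentation, 0.02 for histones, −0.02 for heat shock, −0.19 for translation elongation, −0.19 for kinetochore and −1.63 for galactose use. In the ChIP of OP-labeled H4S47C cells 102 of 275 tRNA genes, 95 of 352 replication origins and 114 of 384 LTR elements held any fragment, so their medians there are those of features without ChIP signal and say little. The same holds for tRNA genes in all 4 libraries, with at most 130 of 275, for replication origins in unlabeled H4S47C cells with 97 of 352, where they lay below, and in unlabeled wild-type cells with 173 of 352, and for ribosomal protein genes in the 2 libraries where they lay below, with 64 and 37 of 138. In unlabeled and OP-labeled H4S47C cells the same limit applies to galactose use with 3 and 2 of 7 genes, to kinetochore with 9 and 11 of 23 and to histones with 4 and 5 of 11. Single libraries decided most of these means. That of replication origins was 0.08 without OP-labeled wild-type cells, and without unlabeled H4S47C cells that of cell wall and plasma membrane was 0.44 and that of galactose use −0.30. With each strain and treatment left out in turn, the means ran from −0.34 to 0.61 for histones, −0.37 to 0.14 for translation elongation, −0.44 to 0.0031 for kinetochore, −0.088 to 0.075 for heat shock, 0.0092 to 0.43 for glycolysis and fermentation, 0.20 to 0.52 for mating and pheromone, −0.14 to 0.11 for ribosomal proteins and −0.020 to 0.15 for tRNA genes. The genes with the highest ratios were YDR114C with 1.83, CDA1 with 1.51, SPE2 with 1.41, YGL114W with 1.17, STS1 with 1.05, THO2 with 1.01, PRS5 with 0.87, LYS14 with 0.81, HXT4 with 0.78 and IOC4 with 0.74, each from at most 20 distinct fragments per library.

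Gene ratios of the Cse4 ChIP had little relation between libraries, with Spearman's rho of −0.0171 to 0.0344 across 5792 genes in 6 pairs, against 0.469 to 0.615 in insoluble chromatin. With identical fragments counted once the mean rho was 0.0782 (0.0637 to 0.106). Genes are not independent replicates. When the insoluble libraries were thinned to the distinct fragments of the ChIP libraries, their mean rho fell to 0.0557, so too few distinct fragments is a possible explanation that the test left standing. No biological explanation was tested, and the names of the ChIP genes carry little weight at this depth.

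The ratios at +12 of right to left ends and at +7 of left and of right ends were lower at centromeres than at control windows. With neighbors 2 bp away the mean of the 3 log2 differences was −0.38. These neighbors still include distances of 9 and 10 bp, so this test alone cannot tell whether the helical spacing at centromeres lowers the ratios. With neighbors 4 bp away, which include neither distance, the mean was −0.56, and each of the 3 stayed below the controls (share at most 0.00233 after correction). This argues against raised counts at 9 and 10 bp as the whole cause. At +7 the farther neighbor still lies close to that spacing, so a part of the difference may rest on it. With identical fragments counted once the mean of the 3 was −0.53, which argues against copies of few fragments as the whole cause. With end counts capped at 20 per position the mean was −0.058, against −0.62 without the cap. Each of the 3 stayed below the controls (share at most 0.0035 after correction). The pooled libraries hold 27.9 ends per bp on average, so this cap flattens peaks at centromeres and control windows alike. Most of the size of the difference thus rests on counts above 20 per position. How much of the shrinkage comes from this common flattening, and how much from single positions at centromeres, was not tested. A different kind of particle at centromeres, as the paper proposes, may be an explanation too and was not tested, as the design has no condition that changes the particle.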
